# Synthesis of a novel mitochondrial fluorescent probe - killing cancer cells *in vitro* and *in vivo*

**DOI:** 10.3389/fphar.2025.1543559

**Published:** 2025-04-16

**Authors:** Xiaowen Yang, Yiting Zhan, Yifei Li, Xinzhuang Shen, Yuqiu Ma, Zongjun Liu, Yipeng Liu, Chengjin Liang, Xiaoyuan Zhang, Yehao Yan, Wenzhi Shen

**Keywords:** mitochondrial fluorescent probe (MPM-1), CRC, LUNG, proliferation, apoptosis, migration

## Abstract

**Purpose:**

The global incidence and mortality rates associated with cancer are increasing annually, presenting significant challenges in oncology, particularly regarding the efficacy and toxicity of antineoplastic agents. Additionally, mitochondria are recognized for their multifaceted roles in the progression of malignant tumors. Mitochondrial-targeting drugs offer promising avenues for cancer therapy. This study focuses on the synthesis of a mitochondrial fluorescent probe, designated Mitochondrial Probe Molecule-1 (MPM-1), and evaluates its anti-tumor effects on colon cancer (CRC) and lung cancer (LUNG) both *in vitro* and *in vivo*.

**Methods:**

Mito Tracker Green FM staining was performed to investigate the subcellular location of MPM-1. Cell cycle assay, colony formation, EdU, assay of cell apoptosis, wound healing assay, and trans-well migration assay were utilized to confirm anticancer properties of MPM-1 *in vitro*. Using a xenograft mouse model, the effects of MPM-1 in tumor treatment were also identified. RNA-seq and Western blot were performed to examine the underlying mechanism of MPM-1.

**Results:**

The findings indicate that MPM-1 selectively targets mitochondria and exerts inhibitory effects on CRC and LUNG cells. Specifically, MPM-1 significantly reduced the proliferation and migration of lung cancer cell lines A549 and H1299, as well as colon cancer cell lines SW480 and LOVO, with IC50 values of 4.900, 7.376, 8.677, and 7.720 µM, respectively, while also promoting apoptosis. RNA-seq analysis revealed that MPM-1 exerts its broad-spectrum anticancer effects through interactions with multiple signaling pathways, including mTOR, Wnt, Hippo, PI3K/Akt, and MAPK pathways. Additionally, *in vivo* studies demonstrated that MPM-1 effectively inhibited tumor progression.

**Conclusion:**

In summary, MPM-1 demonstrates the ability to inhibit the growth of CRC and LUNG by targeting mitochondria and modulating several signaling pathways that attenuate tumor cell migration and proliferation while promoting apoptosis. This research underscores the potential of MPM-1 as a tumor suppressor and lays a robust foundation for the future development of innovative anticancer therapies that target mitochondrial functions.

## 1 Introduction

Lung cancer (LUNG) (12.7%), breast cancer (10.9%), colorectal cancer (CRC) (9.7%), and stomach cancer (7.81%) are the most prevalent cancer types overall (Hazafa et al., 2020). Both colorectal and lung cancers are characterized by elevated mortality rates and poor survival outcomes (Schabath and Cote, 2019), are strongly associated with genetic and environmental risk factors, and have a high propensity to spread (Dornblaser et al., 2024; Hanna et al., 2006). Consequently, there is an urgent need for improved screening and treatment modalities. Current therapeutic approaches typically encompass molecular targeted therapy, chemotherapy, radiation, and surgical intervention (Alexander et al., 2020). However, the prognosis remains unfavorable, as evidenced by low 5-year survival rates (Li et al., 2023). Furthermore, chemotherapy is associated with a high recurrence rate and considerable toxicity (Gupta et al., 2019). Therefore, there is an imperative to develop innovative anticancer agents to meet the pressing therapeutic needs of patients with tumors.

In recent years, numerous bifunctional mitochondrial fluorescent probes derived from organic small molecules have been developed. These probes are designed to specifically target mitochondria and facilitate the detection of various active small molecules within these organelles. They have proven effective in the detection and visualization of multiple active species present in mitochondria, including reactive oxygen species, reductive species, metal ions, protons, and anions, among others. Given the significant association between mitochondrial function and the onset and progression of cancer, these probes have emerged as critical tools for cancer prevention and treatment (Neuzil et al., 2007). For instance, there are mitochondria-targeted fluorescent probes that operate based on redox reactions, as well as “switched” fluorescent probe nanoparticle (PFN) delivery systems that utilize lactic acid-glycolic acid copolymers (PLGAs) to assess tumor regions through switched fluorescence, thereby enabling imaging of tumor cells and tissues. Additionally, a study introduced a series of novel near-infrared (NIR) probes featuring a donor-acceptor (D-A) structure, employing thiopyran salt heterocycles as electron acceptors (Zhou et al., 2020). The findings indicated that all three probes—3k-PEG, H4-PEG, and H4-PEG-PT—exhibited mitochondrial targeting capabilities, highlighting the substantial potential of thiopyran compounds for mitochondrial NIR imaging. Consequently, mitochondrial fluorescent probes play a vital role in both the diagnosis and treatment of tumors.

The activity of signaling pathways is significantly altered in cancer cells, influencing a range of biological processes such as growth, proliferation, invasion, apoptosis, and metastasis (Vaghari-Tabari et al., 2021). The hyperactivation of the mTOR pathway, resulting from the activation of PI3K/Akt, enhances glucose uptake and promotes glycolysis, both of which are directly associated with carcinogenesis (Bauer et al., 2005; Elstrom et al., 2004; Rathmell et al., 2003). The MAPK cascade serves as a vital signaling network that regulates various cellular functions, including stress responses, apoptosis, differentiation, and proliferation (Fang and Richardson, 2005). The Hippo pathway plays a significant role in organ development, tissue regeneration, wound healing, immune regulation, and epithelial homeostasis. Dysregulation of the Hippo pathway and the activity of YAP/TAZ-TEAD have been implicated in numerous diseases, including cancers (Dey et al., 2020; Sanchez-Vega et al., 2018). Additionally, the dysregulation of the Wnt pathway has a multifaceted role in nearly all stages of tumorigenesis across various cancer types (Zhou et al., 2022). Consequently, targeting these signaling pathways presents a rational approach for cancer treatment.

In the present study, we synthesized a mitochondrial fluorescent molecular probe (MPM-1) and utilized several assays, including the CCK8 cell viability assay, cell cycle analysis, EdU assay, wound healing assay, apoptosis assay, and *in vivo* xenograft models, to demonstrate that MPM-1 effectively inhibits tumor cell proliferation and migration while promoting apoptosis in both *in vivo* and *in vitro* settings. Furthermore, through RNA sequencing, we established that MPM-1 exerts a broad-spectrum anticancer effect by modulating multiple signaling pathways, including PI3K/Akt, Hippo, Wnt, mTOR, and MAPK. Our findings expand the potential applications of MPM-1 in antitumor therapy and provide a theoretical basis for the development of novel anticancer agents.

## 2 Results

### 2.1 Synthesis of compound MPM-1

The synthesis of the mitochondria-targeting drug, mitochondrial fluorescent molecular probe (MPM-1), was conducted following methodologies established in prior study (19). A mixture of 1,1,2,3-tetramethyl-1H-benzo [e]indol-3-ium (1 mmol, 351.0 mg) and 4-(dimethylamino) benzaldehyde (1.1 mmol, 164.0 mg) was dissolved in 15 mL of ethanol (EtOH) and subjected to reflux for a duration of 8 h in the presence of piperidine (Figure 1A). The molecular structure of MPM-1 is depicted in Figure 1B. Subsequently, the product was purified using column chromatography with a solvent system of methanol/dichloromethane (MeOH/DCM) in a volume ratio of 1:15, yielding a final product with a 51% yield. The ultraviolet-visible (UV-vis) and fluorescence spectra of MPM-1 were recorded and are presented in Figure 1C. The absorption and fluorescence peaks of MPM-1 were observed at 553 nm and 613 nm, respectively, which are advantageous for bioimaging applications.

**FIGURE 1:**
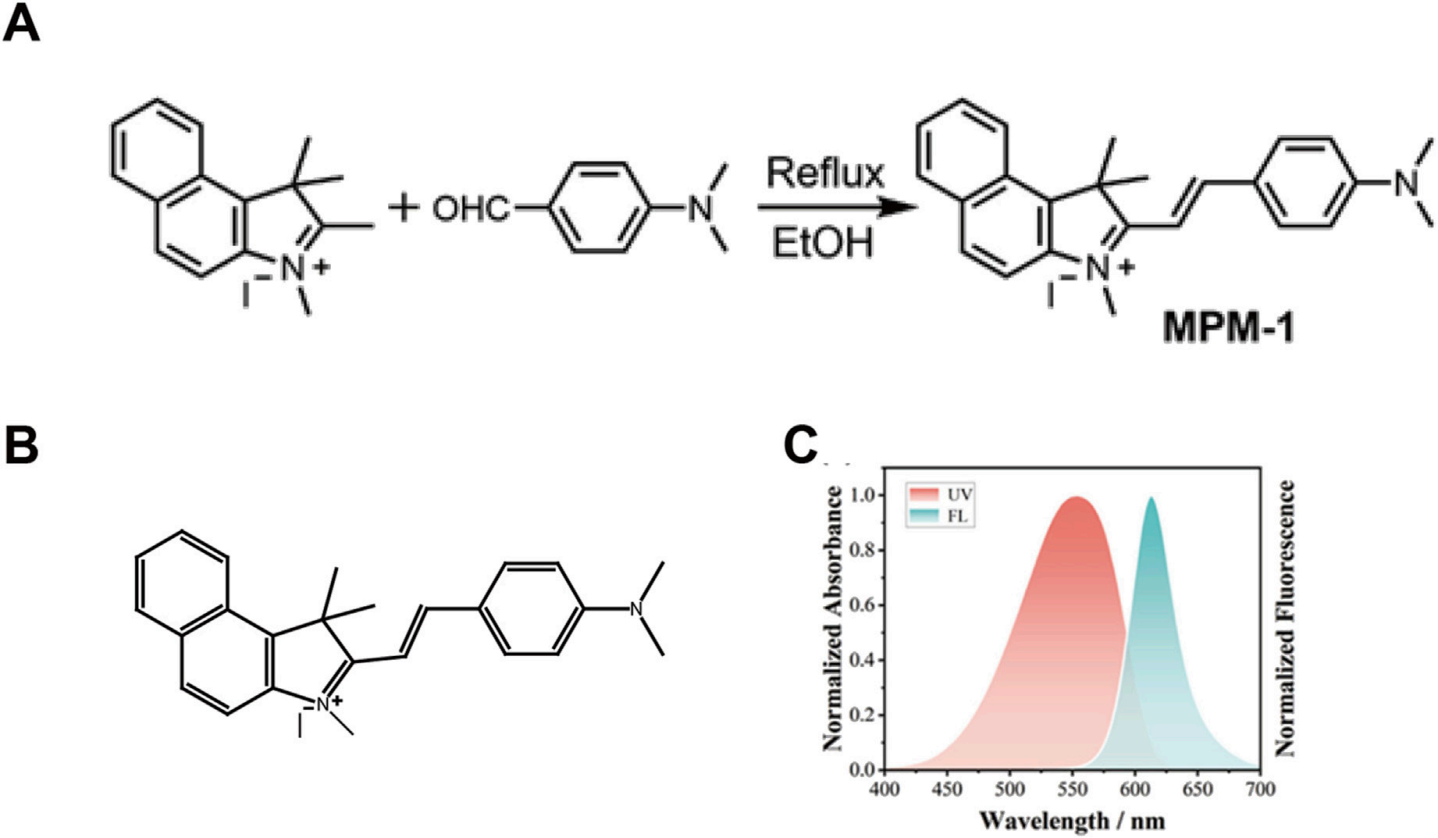
Synthesis of Compound MPM-1 **(A)** the synthetic pathway employed for the production of probe MPM-1. **(B)** The molecular structure of MPM-1. **(C)** The normalized absorbance and fluorescence characteristics of MPM-1 in dimethylformamide (DMF) solvent, with excitation at 500 nm, a slit width of 10/10, a scanning speed of 300 nm per minute, and a voltage of 700 V.

### 2.2 MPM-1 inhibits cancer cell proliferation by targeting mitochondria

In this study, MPM-1 was administered at concentrations ranging from 0 to 15 µM to non-small cell lung cancer cell lines A549 and H1299, as well as colon adenocarcinoma cell lines SW480 and LOVO. The calculated IC50 values for A549 and H1299 were found to be 4.900 µM and 7.376 µM, respectively, while SW480 and LOVO exhibited IC50 values of 8.677 and 7.720 µM, as illustrated in Figure 2A. Notably, A549 cells demonstrated a higher sensitivity to MPM-1 compared to the other cancer cell lines, indicating variability in the responsiveness of different cell types to this compound. Morphological assessments (Figure 2B) revealed that treatment with 4 µM MPM-1 resulted in the narrowing and elongation of A549 and H1299 cells, as well as SW480 and LOVO cells. In contrast, exposure to 8 µM MPM-1 led to a rounding and darkening of the cells, accompanied by a loss of normal morphology, membrane fragmentation, and subsequent cell death. The mechanism of action of MPM-1 was further explored using Mito-Tracker Green FM, which demonstrated that the red fluorescence of MPM-1 coincided with the green fluorescence of Mito-Tracker, indicating selective accumulation in the mitochondria (Figure 2C). These findings suggest that MPM-1 effectively penetrates the cell membrane and targets the mitochondria to exert its anti-cancer effects.

**FIGURE 2:**
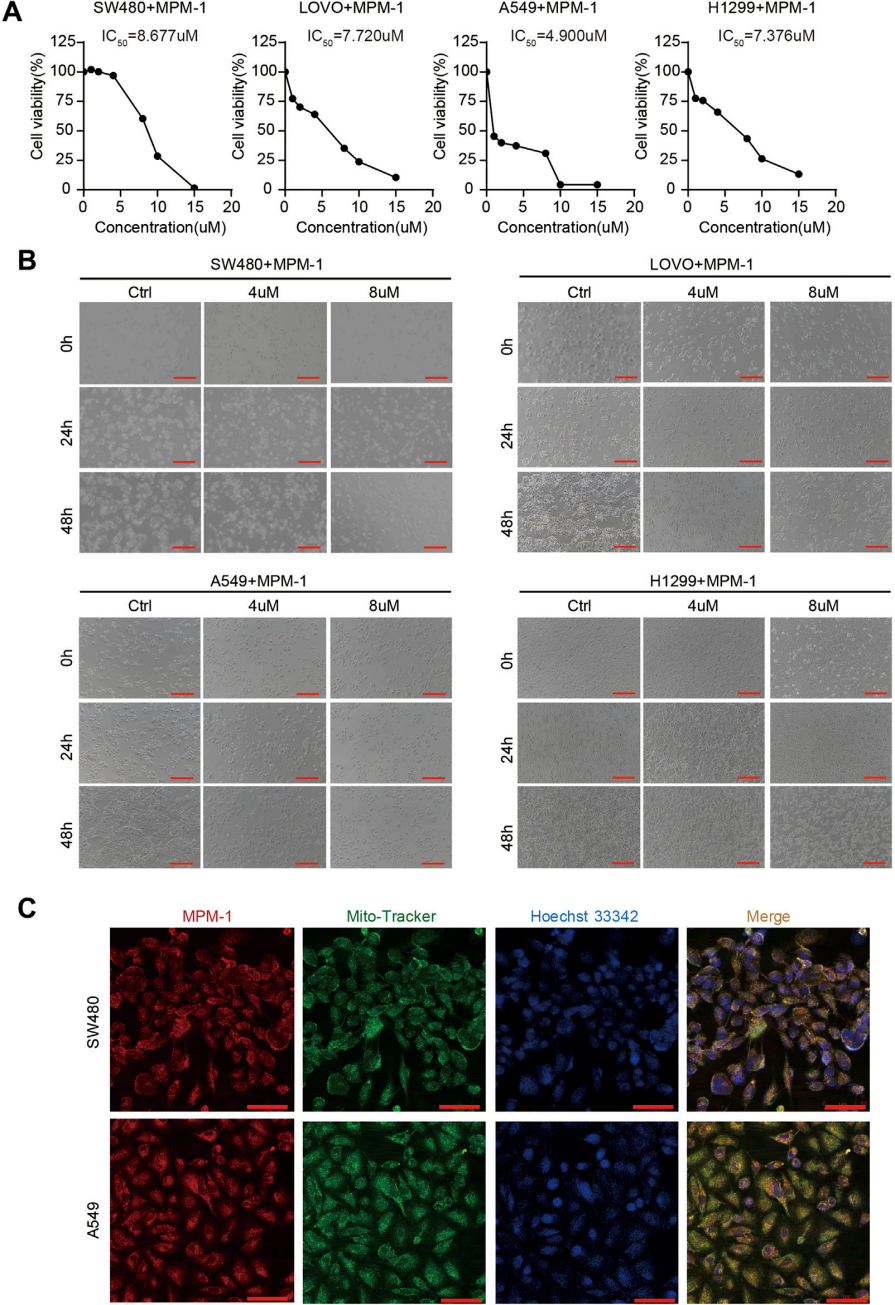
MPM-1 suppresses cancer cells by acting on mitochondria **(A)** SW480, LOVO, A549, and H1299 cell lines were treated with concentrations ranging from 0 to 15 µM of MPM-1 for a duration of 24 h, after which cell viability was assessed using a CCK-8 assay, and the half-maximal inhibitory concentration (IC50) was determined. **(B)** The morphological alterations in SW480, LOVO, A549, and H1299 cells following treatment with DMSO, as well as 4 μM and 8 µM of MPM-1 for 24 and 48 h, with observations made under a microscope (scale bar: 50 μm). **(C)** Following a 24-h treatment with MPM-1, cells were incubated with Mito-Tracker Green FM working solution at 37°C for 20 min, followed by Hoechst 33,342 working solution at 37°C for 5 min, and the localization of MPM-1 was visualized using confocal microscopy (scale bar: 20 μm).

### 2.3 MPM-1 inhibits tumor cell proliferation *in vitro*

To elucidate the functional role of MPM-1 in tumor cell proliferation, we conducted a cell cycle assay. The results, as illustrated in (Figure 3A) indicate that MPM-1 significantly inhibits the proliferation of colon cancer cells (SW480, LOVO) and lung cancer cells (A549, H1299) by decreasing the proportion of cells in the S phase following treatment with 4 and 8 µM of MPM-1 for a duration of 24 h. To further evaluate the impact of MPM-1 on cellular proliferation capacity, we performed a colony formation assay. As shown in Figures 3B, C, MPM-1 markedly diminished the colony formation ability of SW480, LOVO, A549, and H1299 cells. Additionally, the EdU assay corroborated these findings, demonstrating that MPM-1 reduced the proliferative capacity of SW480, LOVO, A549, and H1299 cells (Figure 3D). Western blot analysis (Figure 3E) further substantiated these results, indicating that MPM-1 treatment led to a reduction in the expression of proliferation-associated proteins, including Ki-67, CDK4, CDK6, Cyclin D1, and Cyclin D3, in SW480, LOVO, A549, and H1299 cells. Collectively, these findings suggest that MPM-1 effectively suppresses tumor cell proliferation and downregulates the expression of proteins associated with cellular proliferation *in vitro*.

**FIGURE 3:**
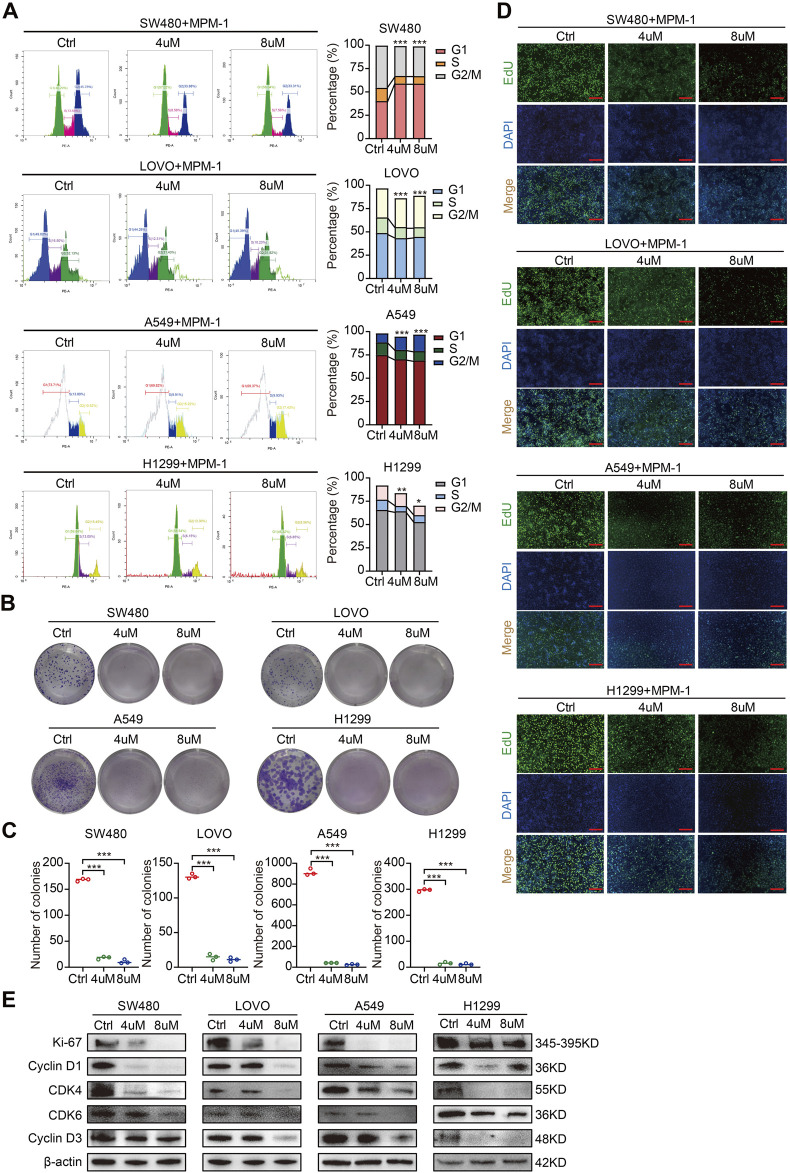
MPM-1 inhibits tumor cell proliferation *in vitro* **(A)** DMSO, 4uM and 8uM MPM-1 were administered to SW480, LOVO, A549, and H1299 cell lines for a duration of 24 h to evaluate the cell cycle dynamics. The sample size was N = 3, with statistical significance denoted as *p < 0.05, **p < 0.01, and ***p < 0.001. **(B)** SW480, LOVO, A549, and H1299 cells were incubated with DMSO, 4uM and 8uM MPM-1 for 14 days, and a colony forming assay was performed to test the effect of MPM-1 on cell proliferation. **(C)** Quantitative analysis of colony forming assay. N = 3, ***p < 0.001. **(D)** EdU assay was performed to detect the proliferative ability of SW480, LOVO, A549, and H1299 cells at different concentrations of MPM-1and DMSO. Scale bar: 50 μm. **(E)** The expression levels of Ki-67, CDK4, CDK6, Cyclin D1, and Cyclin D3 were analyzed via Western blotting, with β-actin serving as a loading control.

### 2.4 MPM-1 inhibits tumor cell migration *in vitro*

We also investigated the effects of MPM-1 on the migratory capacity of tumor cells by treating SW480, LOVO, A549, and H1299 cell lines with concentrations of 4 μM and 8 µM of MPM-1 for a duration of 24 h. The results from the wound healing assay indicated that MPM-1 significantly inhibited tumor cell migration in a dose-dependent manner (Figures 4A, B). To further elucidate the impact of MPM-1 on cell migration, we employed the Trans-well migration assay. Our findings revealed a marked reduction in the number of cells migrating to the lower chamber as the concentration of MPM-1 increased, suggesting a diminished migratory capacity of the tumor cells (Figures 4C, D). In alignment with these observations, Western blot analysis (Figure 4E) demonstrated that treatment with MPM-1 led to a decrease in the expression levels of N-cadherin, β-Catenin, Vimentin, Snail, Slug, and ZEB1, while concurrently increasing the expression of E-cadherin, ZO-1, and Claudin-1. In summary, our findings indicate that MPM-1 effectively inhibits the migration of colon and lung cancer cells.

**FIGURE 4:**
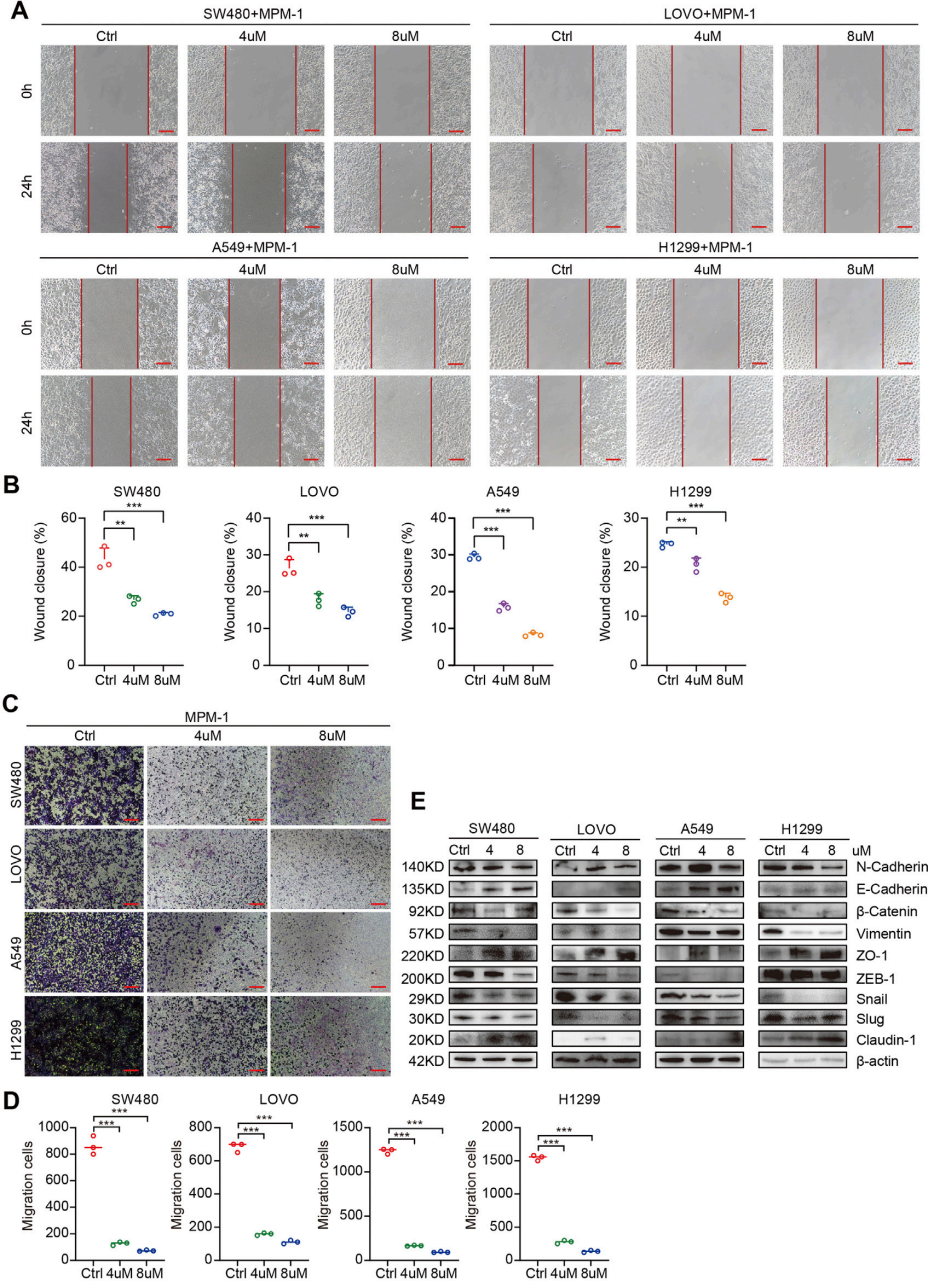
MPM-1 inhibits migration of CRC and LUNG cells **(A)** Wound healing assay was used to observe the cell migration of SW480, LOVO, A549, and H1299 cells treated with DMSO, 4uM and 8uM of MPM-1. Scale bar: 50 μm. **(B)** Quantitative analysis of cell migration rate. N = 3, **p < 0.01, ***p < 0.001. **(C)** Trans-well migration assay was performed to explore the migration ability of cells after MPM-1 treatment and DMSO. Scale bar: 50 μm. **(D)** Quantitative analysis of Trans-well migration assay. N = 3, ***p < 0.001. **(E)** The expression of EMT-related molecular markers was analyzed using Western blot, with β-actin serving as a loading control.

### 2.5 MPM-1 induces CRC and LUNG cell apoptosis

We utilized an apoptosis assay to investigate the effects of MPM-1 on apoptotic processes. The results, as illustrated in Figures 5A, B, indicated a significant increase in the number of apoptotic cells in SW480, LOVO, A549, and H1299 cell lines when co-incubated with concentrations of 4 μM and 8 µM of MPM-1, compared to the control group. Additionally, Western blot analysis was employed to assess the expression levels of Bax, Bcl-2, Bcl-xl, and cleaved caspase 3. The data revealed that MPM-1 led to a reduction in the expression of the anti-apoptotic proteins Bcl-xl and Bcl-2, while simultaneously enhancing the expression of the pro-apoptotic proteins Bax and cleaved caspase 3 (Figure 5C). These findings suggest that MPM-1 effectively induces apoptosis in lung and colorectal cancer cells *in vitro*.

**FIGURE 5:**
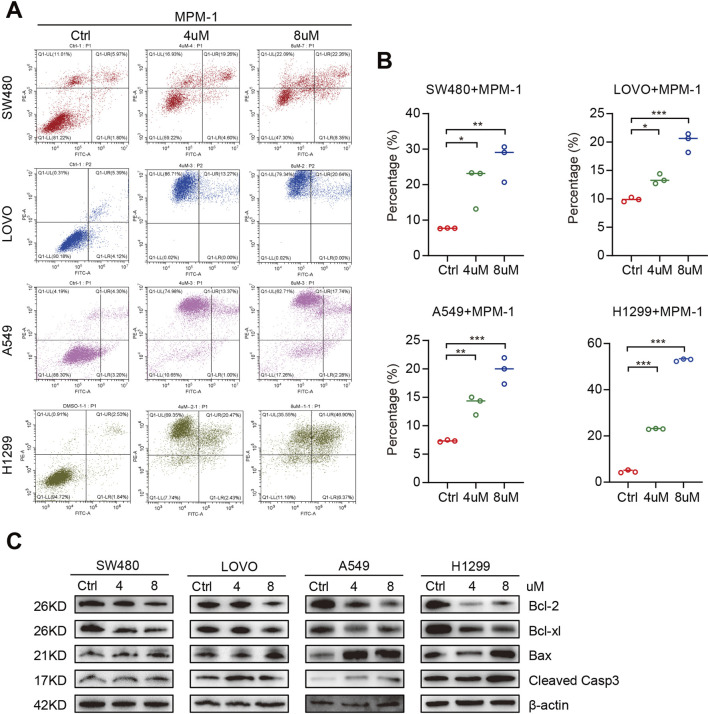
**(A)** DMSO, 4uM and 8uM MPM-1 were administered to SW480, LOVO, A549, and H1299 cell lines for a duration of 24 hours. Subsequently, propidium iodide (PI) and Annexin V staining were conducted to assess the impact of MPM-1 and DMSO on apoptotic processes. **(B) **Quantitative analysis of cell apoptosis percentage. The experiments were performed with a sample size of N = 3, with statistical significance denoted as *p <0.05, **p <0.01, and ***p <0.001. **(C)** The expression levels of Cleaved Caspase-3, Bax, Bcl-2, and Bcl-xl were evaluated in cells treated with 4 μM and 8 μM MPM-1, with β-actin utilized as a loading control.

### 2.6 MPM-1 demonstrates broad-spectrum anticancer effects through multi-pathway synergy

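RNA sequencing was carried out on SW480 cells, an established human colorectal adenocarcinoma line, after 24 h with MPM-1 or with DMSO, the solvent control. There were 3 libraries per treatment, prepared with a kit for mRNA. The dose of MPM-1 is not named in the paper's text for this experiment. Sequencing and the first analysis were carried out by a sequencing company, and the aligner, the counting, the genome build and the annotation are likewise not named there. The authors deposited, for each of 12982 genes, the whole-number count and the FPKM of each library, together with a log2 fold change and an FDR. Of these genes, 12127 carry an Ensembl identifier, and all of them are in GENCODE release 29, from which the coordinates given here on GRCh38 were taken. The other 855 carry a NewGene identifier without a position. The counts summed to between 32095456 and 40269820 per DMSO library (median 37534281) and to between 31733667 and 35403841 per MPM-1 library (median 32747716). At this depth, a count of 0 allows up to 3 counts, or 0.0695 to 0.0985 CPM (counts scaled to a common library size) depending on the library. Such limits cover counting error only, because reads without molecular identifiers are not independent molecules. No libraries of one treatment held the same counts (chi-square per gene of 15.4 to 33.2 between them), and each was counted as a replicate, as labelled.

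From the counts, CPM values were computed with edgeR's TMM scaling, whose factors were 1.03 to 1.07 for DMSO and 0.93 to 0.97 for MPM-1. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 12982 genes, since the filter on low counts removed none. DEGs were counted at an adjusted p-value under 0.01 and a log2 fold change of at least 1 in size, where Figure 6A draws its lines. The thresholds, the gene lists, the rule for the genes named and most of the alternative settings were fixed before the data were examined. The first principal component held 72.8% of the variance and separated the treatments, and the second held 9.48%. In counts simulated for the same libraries, the test recovered 190 of 200 genes changed by a log2 fold change of 2 in size. Of its calls, 3.55% were false. There, as many genes were raised as lowered, so these values do not cover the shift in composition between the real treatments. Recovery of changes nearer the threshold of 1 was not tested.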

In our investigation, we employed RNA sequencing to elucidate the molecular mechanisms by which MPM-1 inhibits migration and proliferation while promoting apoptosis in colon and lung cancer cells. The analysis of volcano plots (Figure 6A) revealed that MPM-1 treatment in SW480 cells resulted in the upregulation of 779 differentially expressed genes (DEGs) and the downregulation of 1,770 DEGs. 

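In the test of the deposited counts, 725 genes were higher and 1136 were lower after MPM-1. The median log2 fold change was 1.43 among the former and -1.49 among the latter, and 149 rose and 276 fell by at least 2 on the log2 scale. In 725 of the higher and 1135 of the lower genes, all 3 MPM-1 libraries lay on one side of all 3 DMSO libraries. Among all genes tested this was so for 64.3%, against the 10% that chance gives for 3 libraries against 3. The authors' deposited table gives 779 higher and 1170 lower genes at the same thresholds, of which 721 and 1101 were also called here. The setting that moved the counts most was an adjusted p-value under 0.05 without a fold threshold, which gave 3596 higher and 3740 lower genes. Of the DEGs, 39% were higher. This share was 26.8% with scaling by library size alone, a setting chosen after seeing the data, which shifted the median log2 fold change of all genes from -0.026 to -0.18. It was 28.9% for limma on log2(FPKM + 0.1) and 28.5% with a pseudocount of 0.01, where the median of all genes was -0.15 in both.

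Among the 10 largest rises, LCN2 (ENSG00000148346, chromosome 9, 128149071 to 128153455) went from 3.50 ± 0.718 to 558 ± 28.5 CPM (SD, n = 3 libraries each). Its log2 fold change was 7.32 (standard error 0.15, adjusted p = 9.57e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EBF2 and MOV10L1 rose by log2 fold changes of 6.97 and 6.15. With one library left out these ranged from 6.38 to 7.79 and from 5.53 to 9.62. EBF2 had 6, 4 and 0 counts in the DMSO libraries. In MOV10L1 the 4 counts of DMSO replicate 1 were the only ones in DMSO, so without that library its fold is only a lower bound. The other 7 had no DMSO library above 3 counts, so only a lower bound can be given. OLAH (chromosome 10, 15032227 to 15073852) was at least 111-fold higher, KLHDC7B at least 40.3-fold, CASP5 at least 25.9-fold, CAMP at least 18.9-fold and NICN1 at least 15.5-fold. NICN1 overlaps AC104452.1 on the same strand, and the counting could have divided reads between them. The unplaced NewGene_8386 and NewGene_2479 were at least 68.6-fold and at least 19.6-fold higher.

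Among the largest falls, NewGene_1399 went from 47.9 ± 7.57 to 0.898 ± 0.381 CPM (SD, n = 3 each). Its log2 fold change was -5.74 (standard error 0.25, adjusted p = 4.73e-07 from the same edgeR test with Benjamini-Hochberg adjustment). AL163636.2 (ENSG00000259171, chromosome 14, 20684587 to 20700576) had 548, 264 and 201 counts in the DMSO libraries and 0 in each MPM-1 library, at least 97.3-fold lower, or at least 58.7-fold without DMSO replicate 1. It overlaps RNASE4 and ANG on the same strand, so its value is uncertain. LTB was at least 22.4-fold lower. KCNJ8, CLRN3 and METTL7A had log2 fold changes of -5.21, -4.57 and -4.54. GJB1, KRT4 and QPRT had log2 fold changes of -5.33, -5.01 and -4.89, which rest on 1 MPM-1 library each, with 4, 12 and 4 counts, while their other MPM-1 libraries had 0. With each library left out in turn, all of these genes kept their direction and remained DEGs in the 6 fits.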

The biological mechanisms associated with the anticancer activity of MPM-1 are illustrated in Figure 6B. 

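MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126385), which encodes the proliferation marker Ki-67, fell from 193 ± 5.49 CPM in DMSO to 43 ± 5.59 CPM after MPM-1 (SD, n = 3 libraries each). Its log2 fold change was -2.17 (standard error 0.10, adjusted p = 5.66e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -2.25 and -2.06 with each library left out in turn. Lists of 54 G2/M and 43 S phase marker genes, in common use for scoring the cell cycle, were then tested as sets with camera (limma), which assumed a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 27 lists. The G2/M genes had a median log2 fold change of -1.33 (adjusted p = 7.73e-44), and all 54 fell. Of them, 40 were DEGs adjusted over all genes and 40 adjusted over the list alone. The S phase genes had a median log2 fold change of -0.90 (adjusted p = 3.47e-10), and 42 of 43 fell. There, 17 were DEGs adjusted over all genes and 17 adjusted over the list alone. The setting that moved the median most was limma on log2(FPKM + 0.01) for G2/M (-1.48) and scaling by library size alone for S phase (-1.05). Of the 18 lists past an adjusted p-value of 0.05 with camera, all 18 also passed with fry, and 3 passed when camera estimated the correlation from the data. These 3 were the G2/M genes, the integrated stress response genes and the NRF2 target genes, so the S phase genes did not pass that test.

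In the G2/M list the 3 largest falls were in CENPF, CDC25C and AURKA. CENPF (chromosome 1, 214603195 to 214664588) went from 89.3 ± 9.89 to 17 ± 1.60 CPM, a log2 fold change of -2.40. CDC25C (chromosome 5, 138285265 to 138338355) went from 48.3 ± 3.72 to 9.40 ± 2.20 CPM (-2.36), and it overlaps FAM53C on the other strand, which could share reads if the counting ignored strand. AURKA (chromosome 20, 56369389 to 56392337) went from 120 ± 2.05 to 25.9 ± 3.77 CPM (-2.21). In the S phase list, UHRF1 had the largest fall, from 26.7 ± 4.89 to 6.27 ± 0.857 CPM (-2.09), followed by BLM (-1.76) and E2F8 (-1.61). In each of these genes every MPM-1 library was below every DMSO library.

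**Figure D1:**
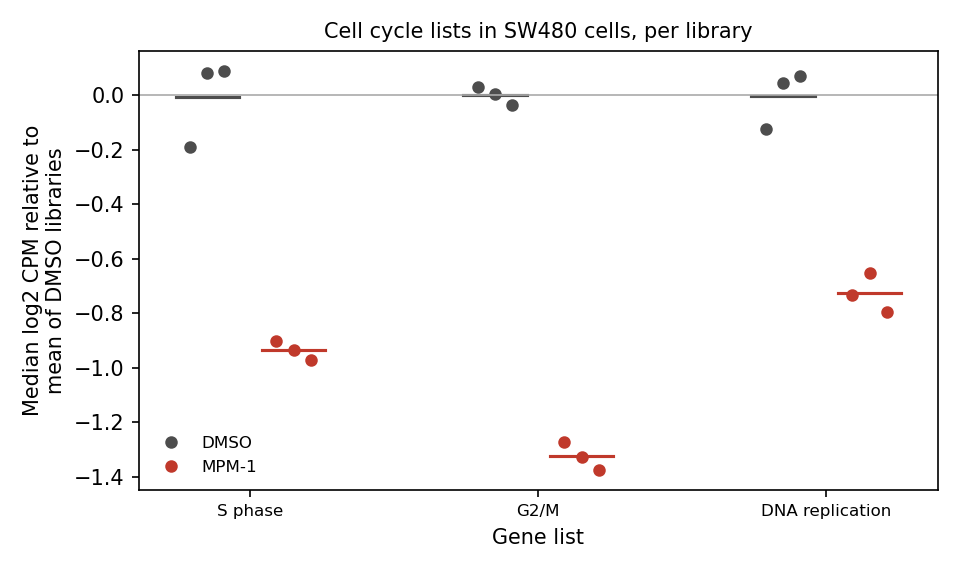
Median over the genes of the S phase, G2/M and DNA replication lists of log2 CPM relative to the mean of the DMSO libraries. Points are libraries, 3 per treatment, and horizontal lines are the means of 3 libraries. The G2/M medians lie between -1.37 and -1.27 in the MPM-1 libraries and between -0.035 and 0.031 in the DMSO libraries.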

Notably, MPM-1 is involved in regulating the cell cycle and the proliferation of cell populations. Its subcellular localization is predominantly intracellular, particularly within the cytoplasm and other intracellular compartments, which is essential for its anticancer effects. Furthermore, MPM-1 is associated with DNA and ATP binding, suggesting its potential role as a mitochondrial probe. 

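Genes of the transcription factor families were used to look at DNA binding. The families were chosen by gene symbol, and the Gene Ontology terms for DNA binding and for ATP binding were not used here. Of 699 such genes tested, 137 were DEGs (19.6%), against 14.0% of the other genes tested. The odds ratio was 1.49 (95% confidence interval 1.22 to 1.82), with p = 9.74e-05 by a two-sided Fisher's exact test and p = 0.000682 after Benjamini-Hochberg adjustment over 7 lists. Of the 137, 36 were higher and 101 lower after MPM-1, and adjusted over the list alone 133 were DEGs. The share moved most when DEGs were called with DESeq2, to 22.0%. The C2H2 zinc finger genes made up 428 of the 699. In these, 70 were DEGs (16.4%), an odds ratio of 1.17 (Fisher's exact test, adjusted p = 0.233), and 63 were DEGs adjusted over the list alone. Among genes with a mean of at least 5 FPKM, the zinc finger share was 8.33%, below the 10.7% of the other genes. A split by direction, chosen after seeing the data, was tested by Fisher's exact test with Benjamini-Hochberg adjustment over 27 lists per direction. Lower DEGs made up 14.4% of the transcription factor families (odds ratio 1.84, adjusted p = 2.72e-06) and 14.5% of the zinc finger genes (1.81, adjusted p = 0.000302). Higher DEGs made up 5.15% and 1.87%, with adjusted p of 0.825 and 0.000881 (odds ratios 0.914 and 0.314). With at least 5 FPKM neither list passed for lower DEGs, and higher DEGs were in excess in the families (11.2%, adjusted p = 0.00198).

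Within these families the largest rise was in ETS1 (ENSG00000134954, chromosome 11, 128458761 to 128587558), from 1.59 ± 0.148 to 14.9 ± 2.02 CPM (SD, n = 3 libraries each). This was a log2 fold change of 3.23 (standard error 0.19, adjusted p = 1.81e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ATF3 and KLF2 had log2 fold changes of 3.08 and 2.35. The largest fall within them was in ZNF114 (ENSG00000178150, chromosome 19, 48270102 to 48287608), from 3.36 ± 0.244 to 0.164 ± 0.15 CPM, a log2 fold change of -4.36 (standard error 0.61, adjusted p = 0.000266 from the same edgeR test). SMAD6 followed with -3.66.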

Gene Set Enrichment Analysis (GSEA) consistently indicated (Figure 6C) that MPM-1 exhibits specificity for RNA polymerase II and negatively impacts processes such as the cell cycle, DNA replication, and cell division, while also exhibiting activities characteristic of DNA-binding transcription factors. 

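For DNA replication, a list of 54 genes for the replication machinery was tested with camera over the 27 lists, and the Gene Ontology sets of Figure 6C were not analysed here. Its median log2 fold change was -0.74 (adjusted p = 2.67e-09 from limma's camera with Benjamini-Hochberg adjustment), and 47 of the 54 genes fell. Of the 54, 17 were DEGs adjusted over all genes and 17 adjusted over the list alone, all of them lower after MPM-1. The list shares 13 genes with the S phase list. It did not pass when the correlation between genes was estimated (adjusted p = 0.246 from camera; fry gave 0.00144). The 3 largest falls were in CDC7, GINS4 and GINS1. CDC7 (chromosome 1, 91500893 to 91525764) went from 23.0 ± 6.58 to 6.22 ± 0.879 CPM (SD, n = 3 libraries each), a log2 fold change of -1.89. GINS4 (chromosome 8, 41529206 to 41545046) went from 13.6 ± 1.12 to 3.77 ± 0.519 CPM (-1.86), and GINS1 (chromosome 20, 25407727 to 25452628) from 42.1 ± 5.98 to 13.1 ± 1.14 CPM (-1.68). With each library left out in turn these values stayed between -2.09 and -1.68 for CDC7, between -1.96 and -1.78 for GINS4 and between -1.74 and -1.56 for GINS1.

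The 699 genes of the transcription factor families had a median log2 fold change of -0.22 as a set, with 452 lower and 247 higher after MPM-1. This difference did not pass with camera (adjusted p = 0.0743, Benjamini-Hochberg over 27 lists) and passed with fry (adjusted p = 0.0108). It passed with camera when MPM-1 replicate 3 was left out, at a median of -0.24.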

KEGG pathway enrichment analysis indicated that the biological functions of MPM-1 are contingent upon the synergistic interaction of multiple signaling pathways, including the mTOR, PI3K/Akt, Hippo, Wnt, and MAPK pathways (Figure 6D). 

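A list of core members was written for each of the 5 pathways from general knowledge, and the KEGG sets themselves were not used here. The lists overlap: PI3K-Akt shares 43 genes with mTOR and 33 with MAPK, and Hippo shares 32 with Wnt. The share of DEGs was 22.0% in the Hippo list (26 of 118 genes), 18.8% in MAPK (27 of 144), 18.4% in Wnt (21 of 114), 18% in PI3K-Akt (25 of 139) and 9.40% in mTOR (11 of 117). For higher and lower DEGs counted as one group, none of these shares differed from that of the other genes after Benjamini-Hochberg adjustment over 7 lists (two-sided Fisher's exact test). For Hippo the odds ratio was 1.70 (95% confidence interval 1.05 to 2.66, adjusted p = 0.0833), and for the other 4 pathways the adjusted p was 0.233. With DEGs called by DESeq2, the Hippo share was 23.7% and passed (adjusted p = 0.0457 by Fisher's exact test). Adjusted over all 27 lists in place of 7, the Hippo share also passed, at 0.0429. Adjusted over the list alone, the DEGs numbered 26 in Hippo, 27 in MAPK, 21 in Wnt, 25 in PI3K-Akt and 11 in mTOR.

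In each pathway DEGs went both ways, with 12 higher and 14 lower in Hippo, 16 and 11 in MAPK, 3 and 18 in Wnt, 17 and 8 in PI3K-Akt, and 6 and 5 in mTOR. Members that activate and members that inhibit a pathway were not told apart in the lists. The shares and medians by direction therefore do not measure pathway activity. In Fisher's exact tests by direction, chosen after seeing the data and adjusted (Benjamini-Hochberg) over 27 lists per direction, higher DEGs were in excess in PI3K-Akt (12.2%, odds ratio 2.39, adjusted p = 0.00666) and MAPK (11.1%, odds ratio 2.14, adjusted p = 0.0218), and lower DEGs in Wnt (15.8%, odds ratio 1.97, adjusted p = 0.0359). For Hippo the adjusted p was 0.0787 for higher and 0.387 for lower DEGs, and mTOR did not pass in either direction. Among genes with a mean of at least 5 FPKM only PI3K-Akt still passed of these 5 (adjusted p = 0.0198). The PI3K-Akt list had a median of 0.20 (adjusted p = 0.00403 from limma's camera) and MAPK 0.21 (adjusted p = 0.0476). The MAPK call was lost when DMSO replicate 2, DMSO replicate 3 or MPM-1 replicate 3 was left out, at medians of 0.17, 0.18 and 0.19. The medians of the Hippo list (0.055), the mTOR list (0.050) and the Wnt list (-0.092) did not pass with camera, with adjusted p of 0.765, 0.216 and 0.360. Scaling by library size alone and limma on FPKM turned the Hippo and mTOR medians negative. With library size alone the Wnt median went to -0.24. The Wnt median was -0.018 and the mTOR median 0.10 without MPM-1 replicate 2, the mTOR median was 0.030 without DMSO replicate 3, and the Hippo median was 0.096 without DMSO replicate 1.

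The gene with the largest rise in the MAPK list was DUSP1 (chromosome 5, 172768090 to 172771195), from 16.7 ± 2.94 to 139 ± 35.9 CPM (SD, n = 3 libraries each), a log2 fold change of 3.07 (standard error 0.20, adjusted p = 2.99e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DUSP6 (chromosome 12, 89347232 to 89353271) fell in the same list, from 169 ± 18.7 to 45 ± 21.8 CPM (-1.91). In the PI3K-Akt list AREG, also a member of the Hippo list, rose (2.14) and PIK3R3, also a member of the mTOR list, fell (-2.88). In the mTOR list DDIT4 had the largest rise (1.93). AXIN2 (chromosome 17, 65528563 to 65561647), a member of both the Hippo and the Wnt list, fell from 136 ± 12.3 to 17.8 ± 6.42 CPM, a log2 fold change of -2.94 (standard error 0.23, adjusted p = 8.80e-06 from the same edgeR test). The paper reads its own KEGG pathway enrichment as a sign that the functions of MPM-1 depend on several signaling pathways acting together. It then turned to Western blots of their proteins.

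**Figure D2:**
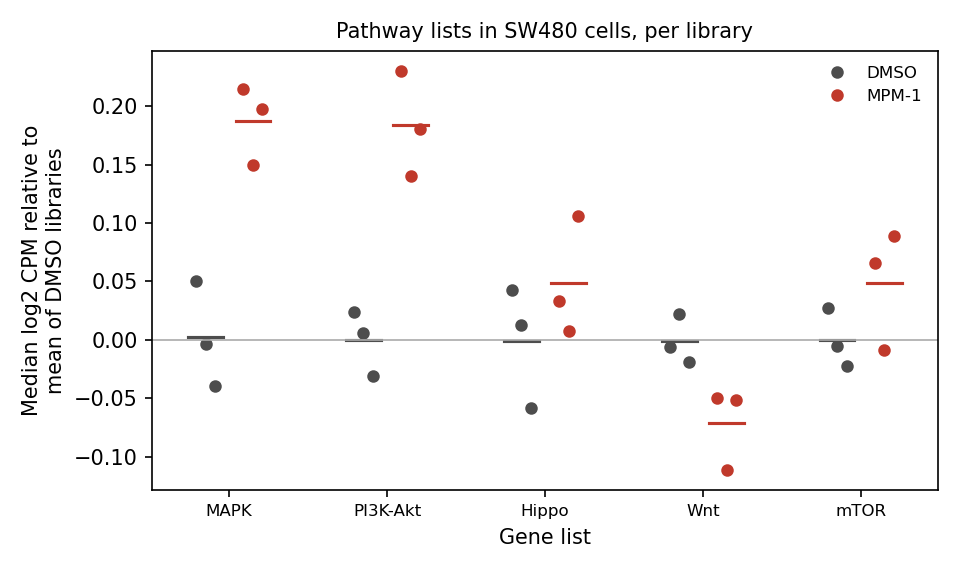
Median over the genes of each pathway list of log2 CPM relative to the mean of the DMSO libraries. Points are libraries, 3 per treatment, and horizontal lines are the means of 3 libraries. The MPM-1 libraries lie between 0.15 and 0.21 for MAPK, and those of Hippo and mTOR overlap the DMSO libraries.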

To validate the involvement of key molecules within these signaling pathways, we conducted Western blot analyses. The results (Figure 6E) indicated that while the expression levels of ERK, P38, JNK, YAP1, PI3K, AKT, and mTOR were either slightly elevated or remained stable, the phosphorylated forms of these proteins (p-ERK, p-P38, p-JNK, p-YAP1, p-PI3K, p-AKT, p-mTOR) and β-Catenin exhibited reduced expression. These findings suggest that MPM-1 utilizes a diverse array of signaling pathways, including MAPK, PI3K/Akt, Hippo, Wnt, and mTOR, to exert its broad-spectrum anticancer effects.

**FIGURE 6:**
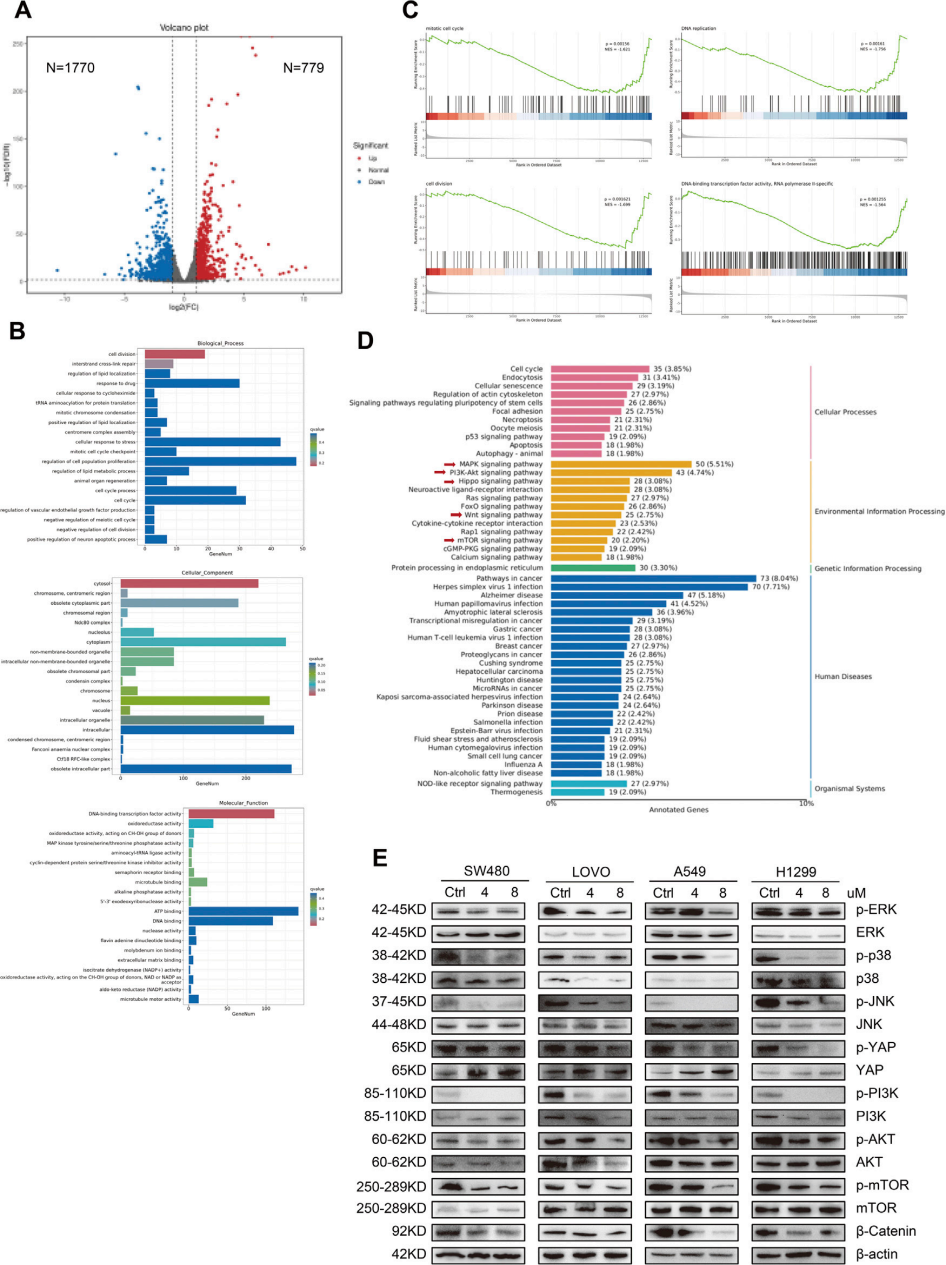
MPM-1 demonstrates extensive anticancer properties by engaging in synergistic interactions across multiple pathways **(A)** The results of the RNA sequencing analysis are presented in the form of a volcano plot. **(B)** Gene Ontology (GO) analysis revealed the impact of MPM-1 on cellular proliferation, its mechanism of action, and associated biological activities. **(C)** Gene Set Enrichment Analysis (GSEA) was conducted on the RNA sequencing data. **(D)** The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the RNA sequencing results is also provided. **(E)** The expression levels of various proteins, including phosphorylated and non-phosphorylated forms of ERK, P38, JNK, YAP, PI3K, AKT, mTOR, and β-Catenin, were assessed using Western blotting, with β-actin serving as a loading control.

### 2.7 MPM-1 inhibits xenograft tumor progression *in vivo*

MPM-1 has been shown to inhibit cell proliferation and migration while promoting apoptosis, thereby impeding the progression of lung and colon cancer *in vitro*. To validate these findings *in vivo*, we utilized xenograft mouse models. A549 cells were injected into the fourth fat pad of nude mice, and on the 14th day, we administered intraperitoneal injections of DMSO, MPM-1 (1 mg/kg), and Retenone (1 mg/kg) to three distinct groups of mice. The results indicated that the tumor growth rate and volume in the MPM-1 and Retenone groups were significantly lower than those observed in the control group, as depicted in Figures 7A, B. Histological examination (HE staining) revealed that MPM-1 did not cause substantial damage to the heart, liver, spleen, lung, or kidney tissues of the mice (Figure 7C). Immunohistochemical (IHC) analysis demonstrated that MPM-1 significantly reduced the positive area proportions of p-ERK, p-P38, p-JNK, p-YAP1, p-PI3K, p-AKT, p-mTOR, β-Catenin, Ki-67, and N-cadherin within the tumors. Conversely, there was an increase in the positive area proportions of Cleaved Caspase-3 and ZO-1, consistent with the *in vitro* findings (Figures 7D, E).

**FIGURE 7:**
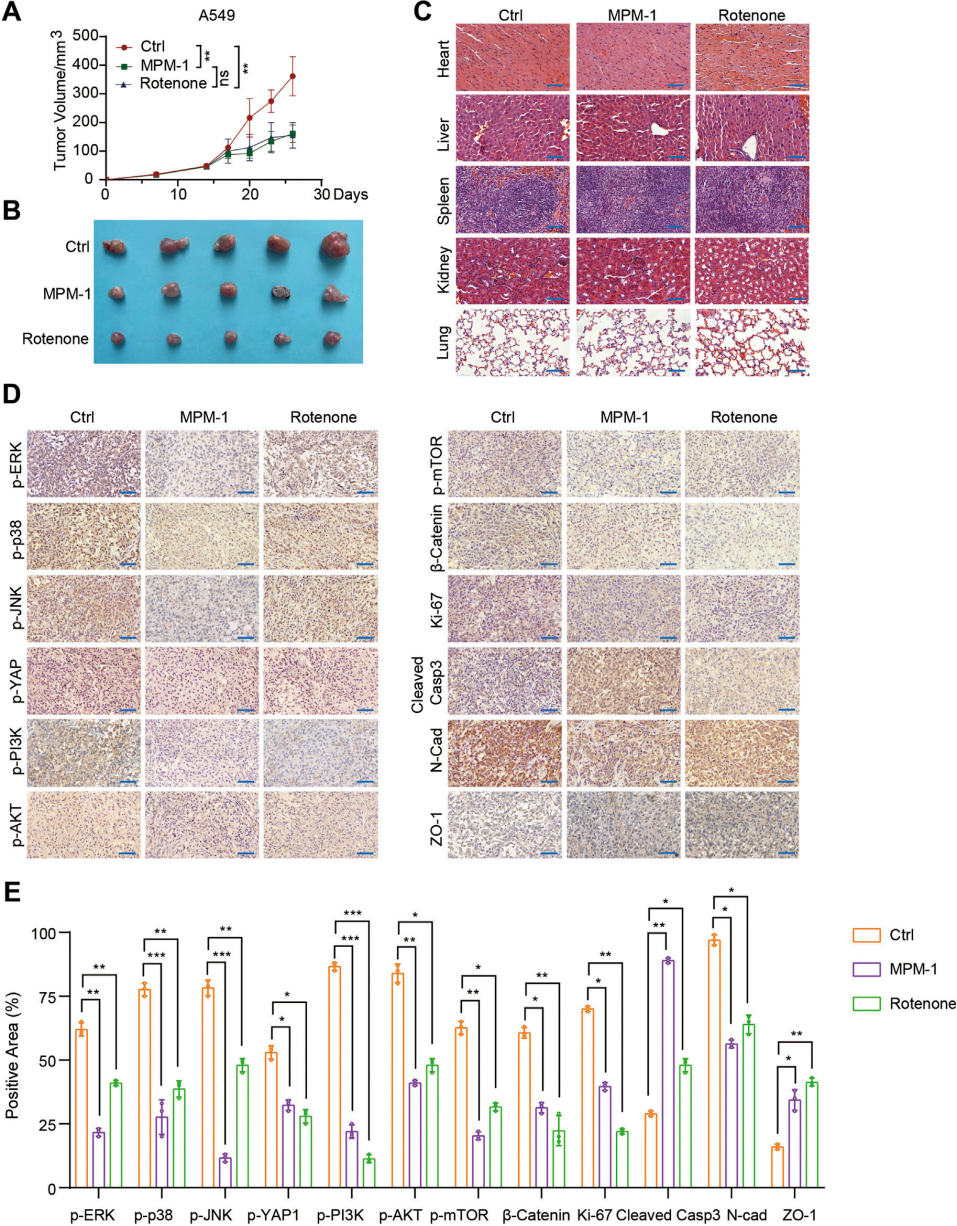
MPM-1 inhibits lung cancer xenograft tumor progression *in vivo* **(A)** A549 cells were administered via injection into the fourth fat pad of nude mice. On the 14th day post-injection, three groups of mice received intraperitoneal injections of DMSO, MPM-1 (1 mg/kg), and Retenone (1 mg/kg), respectively, and tumor growth curves were subsequently generated. The sample size was N = 5, with “ns” indicating non-significance, and statistical significance was denoted as **p < 0.01. **(B)** Tumors excised from the various groups of mice are presented. **(C)** Photomicrographs of HE staining of tissue sections from the heart, liver, spleen, lung, and kidney of the mice are displayed, with a scale bar of 50 μm. **(D)** IHC staining was performed to assess the expression levels of p-ERK, p-P38, p-JNK, p-YAP1, p-PI3K, p-AKT, p-mTOR, β-Catenin, Ki-67, N-cadherin, Cleaved Caspase-3, and ZO-1 in the tumors from the different groups of mice, with a scale bar of 50 μm. **(E)** The quantification of the various proteins was conducted through IHC detection, with N = 5, and statistical significance indicated as *p < 0.05, **p < 0.01, and ***p < 0.001.

To further validate the aforementioned findings, colon cancer SW480 cells were administered into the fourth fat pad of nude mice. On day 15 post-injection, the mice were divided into three distinct groups and received intraperitoneal injections of either DMSO, MPM-1 at a dosage of 0.5 mg/kg, or MPM-1 at a dosage of 1 mg/kg. The results indicated that the tumor growth rate and volume in the groups treated with MPM-1 (0.5 mg/kg and 1 mg/kg) were significantly reduced compared to the control group, as illustrated in Supplemental Figures 1A, 1B. Furthermore, histological analysis via hematoxylin and eosin (HE) staining revealed that MPM-1 did not induce significant damage to cardiac, hepatic, splenic, pulmonary, or renal tissues in the mice, as depicted in Supplemental Figure 1C.

In summary, MPM-1 demonstrates a significant capacity to impede the progression of ectopic lung and colorectal cancers *in vivo*, exhibiting therapeutic efficacy that is comparable to that of Retenone in the management of lung cancer.

### 2.8 Proposed model of MPM-1 in tumor progression inhibition

In light of the aforementioned findings, we present the following model (Figure 8): we have developed a mitochondrial fluorescent probe, designated MPM-1, which specifically targets mitochondria. This probe has been shown to inhibit various signaling pathways, including MAPK, PI3K/AKT, Hippo, mTOR, and Wnt. Furthermore, MPM-1 effectively suppresses tumor cell proliferation and migration while promoting apoptosis both *in vitro* and *in vivo*, ultimately leading to the inhibition of tumor progression.

**FIGURE 8:**
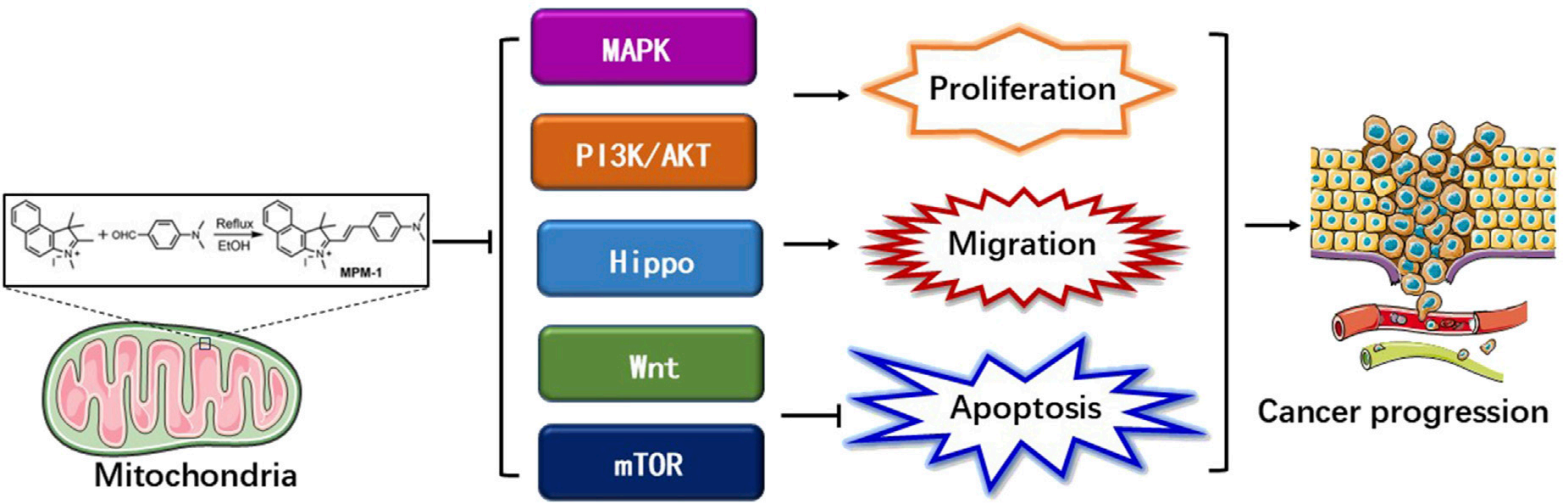
Proposed model of MPM-1 in inhibiting tumor progression.

## 3 Discussion

The global incidence and mortality rates associated with cancer are experiencing a rapid increase annually (Wang et al., 2022). The World Health Organization (WHO) has projected that cancer will emerge as the leading cause of death worldwide in 2020, with an estimated 19.3 million new cases and approximately 10 million deaths (Bray et al., 2018). To enhance the survival rates of patients diagnosed with tumors, current clinical interventions primarily involve a combination of surgical procedures, radiotherapy, chemotherapy, immunotherapy, and targeted drug therapies. Nevertheless, the cytotoxic effects and drug resistance resulting from these treatments continue to adversely affect patient survival rates (Nguyen et al., 2021). Importantly, the early detection and treatment of tumors can significantly improve patient prognoses. Consequently, there is an urgent necessity for the development of novel pharmacological agents and diagnostic markers for individuals affected by cancer.

The exploration of cancer chemotherapeutics utilizing mitochondria-targeting molecules has garnered significant attention in recent research (Biasutto et al., 2010), given the critical and multifaceted role of mitochondria in the progression of malignant tumors (Zong et al., 2016). Furthermore, the investigation reveals that 5BMF, a novel fluorescent lipophilic cation (DLC) that accumulates in mitochondria and exhibits low toxicity alongside markedly enhanced anticancer properties, can serve as a fluorescent imaging probe for tumor visualization (Chen et al., 2019). Research indicates that the proliferation of colon cancer cells is specifically inhibited at submicromolar concentrations by nitroxides that target mitochondria (Kalyanaraman et al., 2018). Our findings demonstrate that the mitochondrial fluorescence probe MPM-1 operates synergistically with various signaling pathways to inhibit tumor cell migration and proliferation while facilitating apoptosis, both *in vivo* and *in vitro*. Consequently, MPM-1 holds promise as a potential therapeutic agent for tumors, contributing to the advancement of cancer diagnostics and treatment, and providing valuable insights for the future development of innovative fluorescence probes for clinical imaging.

Nuclear-encoded genes play a crucial role in regulating mitochondrial function through positive signaling mechanisms that enhance mitochondrial activity or stimulate mitochondrial biogenesis in response to cellular requirements. Key regulators of this process include PGC1α, NRF1, and other nuclear-encoded transcription factors (Quirós et al., 2016). This regulatory dynamic can be viewed as a reciprocal signaling process, wherein the nucleus receives feedback from the mitochondria. Such reverse signaling initiates transcriptional reprogramming that facilitates metabolic adaptability in response to various mitochondrial challenges, including intraprotein homeostatic stress, energy deficiency, and increased levels of reactive oxygen species (English et al., 2020; Smiraglia et al., 2008). The signaling interactions between the nucleus and mitochondria are predominantly governed by SIRT1, AMPK, and ATFS-1 (Quirós et al., 2016). A multitude of studies have indicated that stress signals and mitochondrial metabolites, such as α-ketoglutarate, acetyl coenzyme A, NAD^+^, and methionine, can act as signaling molecules that regulate epigenetic modifications, modify the expression of metabolism-related genes, and ultimately maintain intracellular homeostasis (Haws et al., 2020; Zhu et al., 2022). Our research indicates that MPM-1 targets mitochondria, inhibits tumor cell migration and proliferation, and induces apoptosis by modulating several signaling pathways. However, further investigation is necessary to elucidate the mechanisms by which MPM-1 influences mitochondrial activity and, consequently, regulates various signaling pathways to impede tumor progression.

Rotenone, a compound recognized as a mitochondrial complex I inhibitor, is a toxic substance derived from leguminous plants and utilized as a botanical insecticide (Ochi et al., 2016). Research findings indicate that rotenone significantly suppresses the proliferation, invasion, and migration of colon cancer cells while promoting apoptosis via the PI3K/AKT signaling pathway (Xue et al., 2020). Additionally, it has been reported that rotenone plays a critical role in the modulation of Parkinson’s disease by inducing neuronal cell death and oxidative stress (Zhou et al., 2018; Johnson and Bobrovskaya, 2015). Recent investigations have also demonstrated that rotenone can impede the progression of various cancers, including lung and liver cancer, by disrupting autophagic flux and inhibiting cancer cell proliferation (Hu et al., 2016). Furthermore, rotenone has been shown to alter the radiation response and inhibit tumor growth in sarcomas and fibrosarcomas in murine models (Murley et al., 2017). It also inhibits the activation of STAT3 in lung cancer cells, thereby reducing cell survival and decreasing resistance to chemotherapy (Su et al., 2012). Moreover, rotenone induces reactive oxygen species (ROS)-mediated apoptosis in MCF-7 human breast cancer cells through the JNK and p38 signaling pathways (Deng et al., 2010). Consequently, rotenone has demonstrated anticancer properties by inducing apoptosis in various cancer cell types and inhibiting their proliferation and migration, suggesting its potential as a broad-spectrum anticancer agent. In the present study, rotenone was employed as a positive control to evaluate the anticancer efficacy of MPM-1. The results indicated that MPM-1 effectively inhibited tumor cell proliferation and migration while promoting apoptosis both *in vitro* and *in vivo*, thereby exerting its broad-spectrum anticancer effects through multiple pathways, comparable to those of rotenone.

In summary, we have synthesized mitochondrial fluorescent probes, specifically MPM-1, and validated its anticancer efficacy both *in vivo* and *in vitro*. Furthermore, we explored the molecular mechanisms underlying its tumor-suppressive properties through RNA sequencing. Notably, we innovatively demonstrated that MPM-1 exerts its broad-spectrum anticancer effects via multiple signaling pathways, including the MAPK, PI3K/Akt, Hippo, Wnt, and mTOR pathways. Our findings contribute to the development of novel strategies for cancer treatment and offer new insights into the discovery of antitumor agents that target mitochondrial functions.

## 4 Materials and methods

### 4.1 Cell culture

The non-small cell lung cancer cell lines A549 and H1299, as well as the colon adenocarcinoma cell lines SW480 and LOVO, were obtained from the American Type Culture Collection (ATCC). A549 and H1299 cells were cultured in RPMI 1640 medium, while SW480 and LOVO cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM). All cultures were incubated at 37°C in a humidified atmosphere containing 5% CO2. Both RPMI 1640 medium (Catalog No. 23F301, Pricella) and DMEM (Catalog No. 24 × 681, Pricella) were supplemented with 1% penicillin and streptomycin (Catalog No. UB89609, BIOODIN) and 10% fetal bovine serum (Catalog No. UB68506T050, BIOODIN). To ensure the absence of *mycoplasma* contamination, all cell lines were subjected to testing using a *Mycoplasma* PCR kit, confirming their mycoplasma-free status.

### 4.2 Dilution and dosage of MPM-1

The MPM-1 powder was reconstituted in DMSO and preserved at the initial concentrations of 4 mM and 8 mM for future use. For the treatment of cells cultured in six-well plates, 2 µL of the various drug concentrations were extracted and subsequently added to 2 mL of the culture medium. In parallel, 2 µL of DMSO was incorporated into the corresponding control wells, with similar procedures applied for the volumes of the drug or control in the other well plates.

### 4.3 Cell activity measurement

Various concentrations of MPM-1 were applied to SW480, LOVO, A549, and H1299 cell lines utilizing 96-well plates, with a treatment duration of 24 h. The assessment of cell viability was conducted employing the Cell Counting Kit-8 (catalogue no. CK04, Dojindo), in accordance with the manufacturer’s instructions. Absorbance readings were obtained at a wavelength of 450 nm using an enzyme labeler (BioTek, USA).

### 4.4 Mito tracker green FM staining

Cells treated with MPM-1 for a duration of 24 h were cultured in NEST confocal cell culture plates. Following the fluorescent labeling of mitochondria using Mito Tracker Green FM (Catalog No. HY-135056, MedChemExpress), the nuclei were subsequently stained with Hoechst 33,342 (Catalog No. C0071S, Beyotime). Imaging was conducted utilizing a confocal microscope.

### 4.5 Cell cycle assay

The influence of MPM-1 on the cell cycle was assessed utilizing flow cytometry. Following fixation in cold 70% ethanol, cells were stained with propidium iodide (PI). The cell cycle analysis was conducted using the Cell Cycle Assay Kit (Catalog No. KGA512, KeyGEN Biotech, Nanjing, China), in accordance with the manufacturer’s instructions. Flow cytometry was employed to identify the labeled cells (Beckman, United States).

### 4.6 Colony formation

In 12-well plates, SW480, LOVO, A549, and H1299 cell lines were seeded at a density of 1,000 cells per well. Upon the formation of colonies consisting of four to 8 cells, different concentrations of MPM-1 were administered. The cell culture media was refreshed every 3 days. Following a 14-day incubation period, the cells were fixed using 4% paraformaldehyde and subsequently stained with crystal violet.

### 4.7 EdU assay

SW480, LOVO, A549, and H1299 cell lines subjected to treatment with MPM-1 24 h were subsequently stained utilizing the BeyoClick™ EdU-488 Kit (Catalog No. C0071S, Beyotime, Shanghai, China), in accordance with the protocols provided by the manufacturer.

### 4.8 Western blot

The SW480, LOVO, A549, and H1299 cell lines were administered MPM-1 for a duration of 24 h, after which protein extraction was performed followed by Western blot analysis. The Western blot analysis was conducted in accordance with the established protocols previously outlined (Shen et al., 2021). A comprehensive list of all primary antibodies utilized in this assay, which are specific to the corresponding antigens, can be found in Supplementary Table 1.

### 4.9 Wound healing assay

Following the inoculation of SW480, LOVO, A549, and H1299 cell lines in 6-well plates, a scratch assay was performed using a 10 µL needle tip. The cells were subsequently treated with MPM-1, and the resulting scratches were documented via microscopy (Eclipse Ti-S, Japan) after a 24 h incubation period. Cell motility was subsequently quantified utilizing ImageJ software.

### 4.10 Trans-well migration assay

The cell lines SW480, LOVO, A549, and H1299 were introduced into the upper chamber of Transwell chambers and cultured for a duration of 12 h in the presence of MPM-1. Following this incubation period, the cells were fixed using 4% paraformaldehyde, subsequently stained with crystal violet, and then examined microscopically for photographic documentation and cell counting.

### 4.11 Apoptosis assay

Following the inoculation of SW480, LOVO, A549, and H1299 cell lines in 6-well plates, the cells were subjected to treatment with MPM-1 for a duration of 24 h. Subsequently, the cell culture supernatant and the cells were harvested, washed through centrifugation with phosphate-buffered saline (PBS), and apoptosis was assessed utilizing the Annexin V-FITC Staining Kit (Catalog No. A211-02, Vazyme). The stained cells were then analyzed via flow cytometry (Beckman, United States).

### 4.12 RNA sequence

DMSO and MPM-1 were administered to SW480 cells for a duration of 24 h. Following the digestion and washing of the cells in phosphate-buffered saline (PBS), they were resuspended in Trizol reagent (ThermoFisher Scientific, United States). The library construction, RNA sequencing, and subsequent analysis were conducted by Beijing Biomarker Technology (Biomarker Beijing, China).

### 4.13 *In vivo* xenograft model

To establish a xenograft tumor model, six nude mice, aged 6–8 weeks, were randomly divided into three groups, with each mouse receiving a subcutaneous injection of 8 × 10^6^ cells. Beginning on the 14th day, the mice in each group were administered intraperitoneal injections every 3 days of either DMSO, MPM-1 (1 mg/kg), or Retenone (1 mg/kg), and tumor size was measured. Tumor volume (in mm^3^) was calculated using the formula: volume (mm^3^) = (width^2^ (mm^2^) × length (mm))/2. The mice were euthanized humanely via intraperitoneal injection of Avertin (Sigma-Aldrich, Shanghai, China), which was dissolved in tert-amyl alcohol and 0.9% saline, at a dosage of 0.2–0.4 mL per 10 g of body weight. For subsequent analysis, tumor, heart, liver, spleen, and lung tissues excised from the nude mice were fixed in formalin, embedded in paraffin, and sectioned.

### 4.14 Hematoxylin and eosin (HE) staining

Paraffin-embedded tissue sections were obtained from the heart, liver, spleen, lung, and kidney of murine subjects. These sections underwent a series of procedures, including dewaxing, hematoxylin-eosin staining, and dehydration.

### 4.15 Immunohistochemistry (IHC)

Tissue sections embedded in paraffin were obtained from tumors developed *in vivo*. Immunohistochemistry (IHC) was conducted in accordance with established protocols as detailed in prior research (Shen et al., 2021). The specific antibodies utilized in this study are enumerated in Supplementary Table 1.

### 4.16 Statistical analysis

Data analysis was conducted utilizing GraphPad Prism five software (GraphPad Software, San Diego, CA, United States). The results are presented as mean ± Standard Error of Mean (SEM). Statistical significance was assessed using t-tests for comparisons between two groups and one-way ANOVA for comparisons involving more than two groups, unless otherwise specified. P-values less than 0.05 were deemed statistically significant, with the following designations: *p < 0.05, **p < 0.01, ***p < 0.001, and ns indicating no statistically significant difference.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE293903.

# Supplementary material for: Synthesis of a novel mitochondrial fluorescent probe - killing cancer cells in vitro and in vivo
**Source:** Front Pharmacol. 2025 Apr 16;16:1543559. doi: 10.3389/fphar.2025.1543559
**Supplement:** Supplementary file 1

Supplementary Material

Synthesis of a Novel Mitochondrial Fluorescent Probe - Killing Cancer Cells *in Vitro* and *in Vivo*

**Xiaowen Yang^1, #^，Yiting Zhan^1, #^, Yifei Li^1, 2^, Xinzhuang Shen^1, 2^, Yuqiu Ma^3^, Zongjun Liu^1, 2^, Yipeng Liu^1^, Chengjin Liang^1^, Xiaoyuan Zhang^1, *^, Yehao Yan^4, *^, Wenzhi Shen^1, *^**

^#^ Xiaowen Yang and Yiting Zhan contributed equally to this work.

**
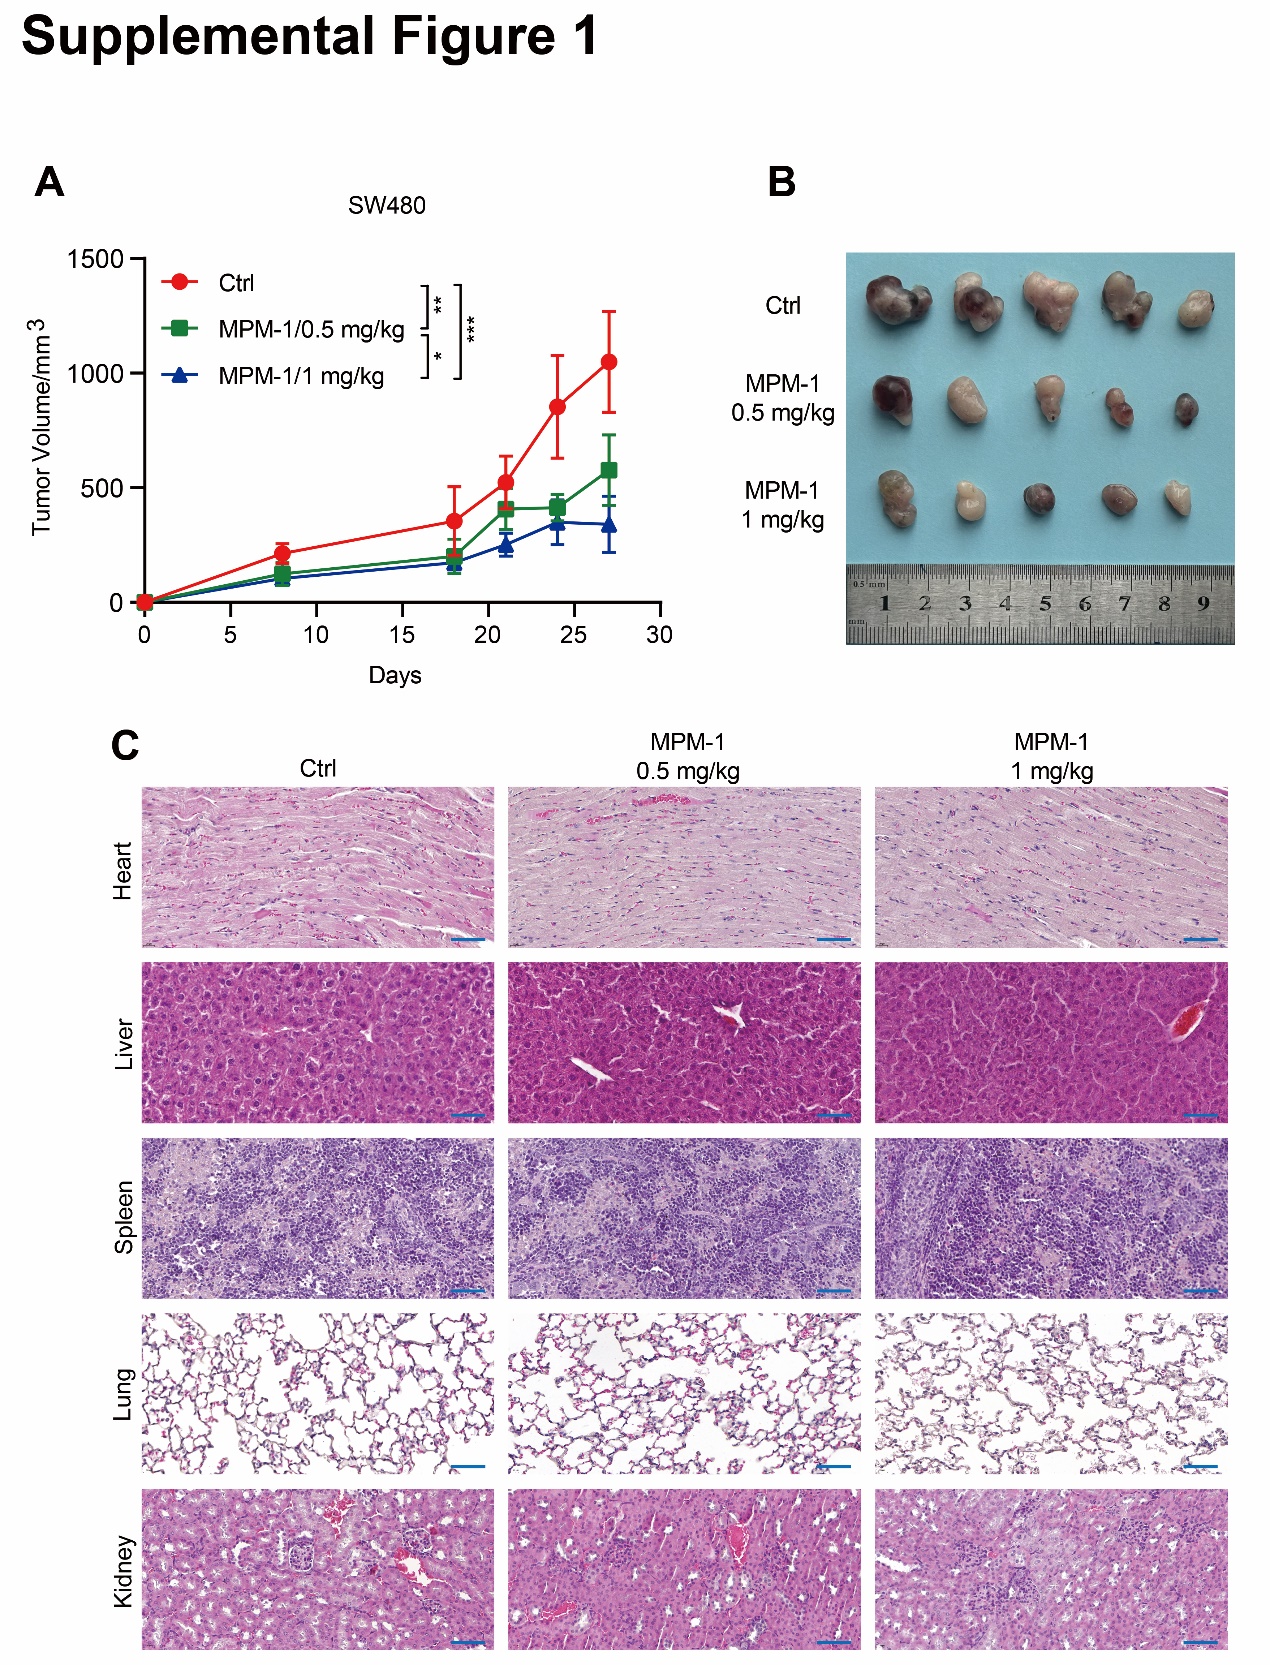
**

**Supplemental Figure 1.** MPM-1 inhibits colorectal cancer xenograft tumor progression *in vivo*

(**A**) SW480 cells were administered via injection into the fourth fat pad of nude mice. On the 15th day post-injection, three groups of mice received intraperitoneal injections of DMSO, MPM-1 (0.5 mg/kg), and MPM-1 (1 mg/kg), respectively, and tumor growth curves were subsequently generated. The sample size was N=5, and statistical significance was denoted as *p<0.05, **p<0.01, and ***p<0.001. (**B**) Tumors excised from the various groups of mice are presented. (**C**) Photomicrographs of HE staining of tissue sections from the heart, liver, spleen, lung, and kidney of the mice are displayed, with a scale bar of 50 μm.

**Supplemental Table 1**

| **Antibody** | | **Clone, Cat #** | **Vendor** | **City, State, Country** |
| --- | --- | --- | --- | --- |
| Ki67 | Rabbit monoclonal | Ab16667 | Abcam | Hong Kong, China |
| Caspase 3 | Rabbit monoclonal | 14220 | Cell Signal Technology | Danvers, MA, USA |
| Cleaved Caspase 3 | Rabbit monoclonal | 9661 | Cell Signal Technology | Danvers, MA, USA |
| Bax | Rabbit monoclonal | 60267-1-Ig | Proteintech | Wuhan, China |
| Bcl-2 | Rabbit monoclonal | 60178-1-Ig | Proteintech | Wuhan, China |
| Bcl-xl | Rabbit polyclonal | 26967-1-AP | Proteintech | Wuhan, China |
| β-actin | Mouse monoclonal | sc-47778 | Santa Cruz Biotechnology | Santa Cruz, CA, USA |
| Epithelial-Mesenchymal Transition (EMT) Antibody Sampler Kit | Rabbit monoclonal | 9782 | Cell Signal Technology | Danvers, MA, USA |
| Cyclin D1 | Rabbit monoclonal | 2978T | Cell Signal Technology | Danvers, MA, USA |
| Cyclin D3 | Mouse monoclonal | 2936T | Cell Signal Technology | Danvers, MA, USA |
| CDK6 | Mouse monoclonal | 3136T | Cell Signal Technology | Danvers, MA, USA |
| CDK4 | Rabbit monoclonal | 12790T | Cell Signal Technology | Danvers, MA, USA |
| Bax | Rabbit polyclonal | WL01637 | Wanleibio | Shenyang, China |
| P-ERK | Rabbit polyclonal | WLP1512 | Wanleibio | Shenyang, China |
| ERK | Rabbit polyclonal | WL01770 | Wanleibio | Shenyang, China |
| P-P38 | Rabbit polyclonal | 28796-1-AP | Proteintech | Wuhan, China |
| P38 | Mouse | 66234-1-Ig | Proteintech | Wuhan, China |
| P-JNK | Rabbit | 80024-1-RR | Proteintech | Wuhan, China |
| JNK | Mouse | 66210-1-Ig | Proteintech | Wuhan, China |
| P-YAP1 | Rabbit polyclonal | 29018-1-AP | Proteintech | Wuhan, China |
| YAP1 | Rabbit polyclonal | WL03624 | Wanleibio | Shenyang, China |
| P-PI3K | Rabbit | 4228S | Cell Signal Technology | Danvers, MA, USA |
| PI3K | Rabbit | 4292S | Cell Signal Technology | Danvers, MA, USA |
| P-AKT | Rabbit polyclonal | WLP001a | Wanleibio | Shenyang, China |
| AKT | Rabbit polyclonal | WL0003b | Wanleibio | Shenyang, China |
| P-mTOR | Mouse monoclonal | 67778-1-Ig | Proteintech | Wuhan, China |
| mTOR | Mouse monoclonal | 66888-1-Ig | Proteintech | Wuhan, China |

How the deposited data were processed for this re-analysis (not part of the article)

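Expression was measured by RNA sequencing in SW480 cells after 24 h with DMSO or MPM-1, in 3 libraries per treatment. Samples were assigned to treatments and replicates from the sample labels and the methods, which name the same treatments and time. The labels call the compound by an earlier name and state that it is MPM-1. All 6 libraries were used.

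The authors deposited 1 table of the whole experiment. It holds the count of each gene in each library, as whole numbers without normalization. It also holds the FPKM of each gene, fragments scaled by the authors for transcript length and library size. The ratio of count to FPKM differed between libraries. For each gene it was divided by its value in DMSO replicate 1, then by the median over genes in that library. The middle 90% of these values had limits of 0.846 and 1.14, the lowest and highest over the libraries. The 2 columns are therefore not one fixed multiple of each other. For the comparison of MPM-1 with DMSO, the authors deposited a log2 fold change and an FDR (an adjusted p-value) per gene. The paper's text leaves open the aligner, the counting, the genome build, the annotation, the filter on genes and the test behind the FDR. Its statistics section names t-tests and analysis of variance for the study in general. The log2 fold changes of the authors' deposited table differed by at most 9.21e-08 from those of DESeq2 run here on the deposited counts, and its calls were the same for all 12982 genes. Every gene in the table had a total of at least 115 counts, so genes with lower counts were not analysed here, and 95 genes had a count of 0 in at least 1 library. In 20 genes the symbol in the table had been turned into a date, and these were followed by their identifiers. No column of per-sample values was left unused.

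The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The design foresaw either FPKM or counts, and counts being present, edgeR's quasi-likelihood test with TMM scaling was the main test, on all 6 libraries without covariates. The common dispersion was 0.0231. Standard errors were derived from each edgeR test, as the size of the log2 fold change divided by the square root of its F statistic. They are approximate. CPM values used a prior count of 2 where logarithms were taken. A gene was called at an adjusted p-value (Benjamini-Hochberg) under 0.01 and a log2 fold change of at least 1 in size. Where no library of a treatment had more than 3 counts, the fold was computed against 3 counts and is a lower bound. The test was tried on simulated data, with counts drawn from the gene means of the DMSO libraries and the sizes of the real libraries. As many genes were raised as lowered, so the shift in composition between the real treatments was not simulated. Of 200 genes changed there by a log2 fold change of 2 in size, 190 were recovered, none with the wrong sign. In addition, 7 unchanged genes were called.

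The genes named in the text were chosen by a rule. They are the genes of the proteins the paper blots, the 10 largest rises and 10 largest falls among called genes whose libraries did not overlap between treatments, and in each gene list the 3 largest rises and 3 largest falls among called genes. The text gives some of these and counts the rest, and a few are not reported here. The 27 lists were S phase and G2/M markers, DNA replication, the MAPK, PI3K-Akt, Hippo, Wnt and mTOR pathways, the targets of ERK, YAP and Wnt signaling, mtDNA-encoded and nuclear genes of oxidative phosphorylation, the integrated stress response, endoplasmic reticulum (ER) chaperones, heat shock, the mitochondrial unfolded protein response, p53 and NRF2 targets, cholesterol synthesis, hypoxia and glycolysis, the interferon response, aminoacyl-tRNA synthetases, ribosomal proteins, zinc finger genes, transcription factor families and short-lived transcripts. Apart from the cell cycle markers and the families defined by symbol, they were written from general knowledge and are not the KEGG or Gene Ontology sets. Each was tested with limma's camera (two-sided, preset correlation 0.01, adjusted p-value under 0.05 over the lists), with fry and camera with an estimated correlation as checks. The shares of DEGs in 7 lists were compared with the other genes tested by Fisher's exact test.

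The alternatives were no filter against a mean of at least 50 counts, DESeq2's size factors, DESeq2's test, the replicate number as a block, each library left out in turn, other thresholds, and limma on log2(FPKM + pseudocount) with pseudocounts of 0.1, 1 and 0.01 over 11497 genes with a mean of at least 1 FPKM. A fold change on that scale understates the change of low genes. Added after seeing the data were Fisher's exact tests of higher and of lower DEGs apart, over all 27 lists, scaling by library size alone, scaling without the mtDNA-encoded genes, and an offset per library for GC content and transcript length (loess, span 0.3) over the 12127 annotated genes, 93.4% of those tested. Overlaps between genes were taken from GENCODE release 29. The Western blots, imaging and mouse experiments have no values here and were not analysed.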

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

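In this part, the comparisons with all genes, with nuclear oxidative phosphorylation genes and with heat shock genes were chosen only after the results were seen.

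The transcripts encoded by mitochondrial DNA, which the paper does not discuss, were lower after MPM-1. The median log2 fold change of the 13 genes was -1.89 (adjusted p = 1.56e-34 from limma's camera with Benjamini-Hochberg adjustment; 9e-05 with fry, and 0.0658 with the correlation estimated from the data). All 13 fell, and 12 were DEGs adjusted over all genes and 12 adjusted over the list alone. The smallest fall was in MT-ND1 (-0.71), which was under the fold threshold, and the larger ones were in MT-ND6 (-2.65), MT-CO2 (-2.64) and MT-ND3 (-2.28). These genes took 8.74% ± 0.422 of all counts in DMSO and 2.18% ± 0.208 after MPM-1 (SD, n = 3 libraries each), with single libraries at 8.28%, 9.11% and 8.83% against 1.95%, 2.24% and 2.35%. Across all alternatives the median stayed between -2.05 and -1.77.

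Several technical explanations were tested for the mtDNA-encoded transcripts. A scaling factor per library, from its size or composition, shifts all genes alike and would leave the list near the middle of them, but 97.3% of all genes had a log2 fold change above its median. A trend with GC content or transcript length would be removed by an offset per library, and with it the median was -1.77. A parallel fall of all transcripts for the respiratory chain was not as large, since the 76 nuclear-encoded genes had a median of -0.30 (adjusted p = 4.84e-06 from camera), with 67 of 76 falling and 1 DEG. Reads shared with nuclear copies of mtDNA could not be examined, because 0 such pseudogenes are in the table. A shorter poly(A) tail could also lower the share of these transcripts in a library for mRNA, and this was not tested. As a hypothesis, then, MPM-1, described by the paper as a mitochondrial probe, may lower the level of mtDNA-encoded transcripts, and the number of mtDNA copies was not measured here.

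Genes of cellular stress responses, for which the paper reports no expression values, were higher after MPM-1. The integrated stress response list had a median log2 fold change of 1.09 (adjusted p = 1.42e-21 from limma's camera), with 29 of 32 genes higher and 17 DEGs, also 17 adjusted over the list alone. In it, DDIT3 rose from 40.4 ± 4.85 to 319 ± 87.2 CPM (SD, n = 3 each), and it overlaps MARS and MBD6, which could share reads. The ER chaperone list had a median of 0.85 (camera, adjusted p = 5.84e-11), with 20 of 21 genes higher and 9 DEGs, also 9 adjusted over the list alone. HSPA5 rose from 1329 ± 251 to 6668 ± 1985 CPM, a log2 fold change of 2.33. The NRF2 target list had a median of 0.92 (camera, adjusted p = 4.08e-10), with 18 of 21 genes higher and 8 DEGs, also 8 adjusted over the list alone, among them AKR1C1 (2.26) and FTH1 (1.90). With the correlation estimated from the data, the integrated stress response and NRF2 lists passed (camera, adjusted p = 0.0412 for both) and the ER chaperone list did not (0.290). The integrated stress response list shares 1 gene with the NRF2 list and 4 with the aminoacyl-tRNA synthetases, which had a median of 0.61 (camera, adjusted p = 1.83e-06) and 5 higher DEGs.

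For the stress lists, a scaling factor per library and trends with GC content or length were tested on the integrated stress response. Of all genes, 94.8% had a log2 fold change below its median, which a shift common to all genes cannot produce, and the median was 1.16 with the GC and length offset. A general rise of chaperones was not seen, since the 17 heat shock genes had a median of -0.14 and none was a DEG, though 3 rose and 8 fell at an unadjusted p under 0.05. Across all alternatives the medians stayed between 0.87 and 1.16 for the integrated stress response, between 0.67 and 1.00 for ER chaperones and between 0.74 and 1.00 for NRF2 targets. As a hypothesis, 24 h of MPM-1 may induce these responses in SW480 cells; which of its effects would do so was not tested.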

How the results depend on the processing

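The shares by direction, the library-size scaling, the scaling without mtDNA-encoded genes and the GC and length offset were chosen only after the data were seen; scaling without mtDNA-encoded genes gave the same 725 and 1136 genes.

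The number of higher genes stayed within 1.5 times of 725 except with limma on FPKM (445, 351 and 454 at pseudocounts of 0.1, 1 and 0.01, of which 434, 346 and 445 were shared), without a fold threshold at an adjusted p under 0.05 (3596), and at a log2 fold change of 1.5 (333). The number of lower genes stayed within 1.5 times of 1136 except with limma on FPKM at a pseudocount of 1 (716), without a fold threshold (3740) and at a log2 fold change of 1.5 (560). The last 2 follow from the thresholds, and the FPKM fits tested 11497 genes; beyond that the cause was not tested. The fits that each left out one library gave 674 to 791 higher and 935 to 1181 lower genes. With DESeq2's size factors there were 751 and 1107, with a mean of at least 50 counts 669 and 1048, with DESeq2's test 779 and 1170, where 4 genes had no adjusted p, and with the GC and length offset 731 and 968. With library size alone there were 537 and 1470, among them 537 of the 725 and all 1136. The planned quantile normalization has no form for counts and was not run.

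Replicate numbers did not pair the libraries: deviations from the group means correlated at 0.021, 0.11 and -0.074 between DMSO and MPM-1 libraries of the same number. With the replicate block, 712 genes were higher and 1120 lower, of which 697 and 1080 were shared. Of the lists, only cholesterol synthesis changed its call under the block (-0.34, camera adjusted p = 0.0504), VIM, near 0 in any case, changed sign (0.0013), and the adjusted p of PIK3CA went to 0.0110 in edgeR's test.

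With the correlation estimated from the data, camera no longer passed for S phase (-0.90), DNA replication (-0.74), MAPK (0.21), PI3K-Akt (0.20), YAP targets (0.47), Wnt targets (-1.06), mtDNA-encoded (-1.89), nuclear oxidative phosphorylation (-0.30), ER chaperone (0.85), p53 target (0.30), cholesterol synthesis (-0.33), aminoacyl-tRNA synthetase (0.61), ribosomal protein (0.31), zinc finger (-0.34) and short-lived (0.41) genes. The medians do not change in this test, and the cause was not tested. With fry, 4 further lists passed: Wnt (-0.092), mTOR (0.050), heat shock (-0.14) and transcription factor families (-0.22).

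The MAPK list (0.21) also did not pass with a mean of at least 50 counts (0.20), with limma on FPKM (0.033, 0.032 and 0.033 at pseudocounts of 0.1, 1 and 0.01), with library size alone (0.059) or with the GC and length offset (0.20). Its median was 0.17 to 0.27 across the 6 fits that each left out one library. The p53 targets did not pass on FPKM (0.13, 0.11 and 0.14). Cholesterol synthesis did not pass on FPKM (-0.44, -0.44 and -0.44), with the GC and length offset (-0.28) or without MPM-1 replicate 2 (-0.22), and ranged from -0.39 to -0.22 with one library left out. The heat shock genes passed without MPM-1 replicate 1 and ranged from -0.20 to -0.12. The transcription factor families passed without MPM-1 replicate 3 and ranged from -0.24 to -0.18. The Hippo median (0.055) was reversed on FPKM (-0.064, -0.052 and -0.064) and with library size alone (-0.093). The mTOR median (0.050) was reversed on FPKM (-0.053, -0.047 and -0.053) and with library size alone (-0.098). The ERK target median (-0.023) was reversed with a mean of at least 50 counts (0.0028) and with the GC and length offset (0.018), and ranged from -0.11 to 0.072 with one library left out. The Hippo share of DEGs passed with DESeq2 (23.7%), and the zinc finger share was below that of other genes among those with at least 5 FPKM (8.33%). Of the shares by direction, those of lower DEGs in Wnt no longer passed with a background of at least 1 FPKM (12.6%) or 5 FPKM (10.6%). With at least 5 FPKM the same held for higher DEGs in MAPK (10.4%) and in zinc finger genes (5.56%) and for lower DEGs in the transcription factor families (8.53%). Lower DEGs in zinc finger genes (2.78%) were then below the share of other genes and higher DEGs in the transcription factor families above it (11.2%, and 5.57% with at least 1 FPKM), both reversed. Shares that did not pass were reversed for higher DEGs in mTOR (5.56% and 6.49% with at least 1 and 5 FPKM) and lower DEGs in MAPK (7.86% and 5.66%). In each of these the cause was not tested.

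Of the medians that kept their direction and call in every setting apart from the estimated correlation, S phase ranged from -1.05 to -0.84, G2/M from -1.48 to -1.26, DNA replication from -0.95 to -0.63, PI3K-Akt from 0.055 to 0.24, zinc finger genes from -0.49 to -0.26, YAP targets from 0.30 to 0.52 and Wnt targets from -1.21 to -0.98.

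Among 141 named genes under the alternatives, 2229 values kept direction and call, 27 were weaker, 9 stronger and 36 reversed. The reversed ones were all in genes with small changes. On FPKM at pseudocounts of 0.1, 1 and 0.01 these were SNAI1 (-0.098, -0.085 and -0.099), BAX (-0.23, -0.23 and -0.23), MAPK3 (-0.081, -0.080 and -0.081), MAPK8 (-0.13, -0.12 and -0.13), MAPK9 (-0.10, -0.099 and -0.10) and PIK3CB (-0.11, -0.10 and -0.11). With library size alone they were SNAI1 (-0.060), BAX (-0.10), MAPK3 (-0.080), MAPK8 (-0.13), MAPK9 (-0.091) and PIK3CB (-0.053). With the GC and length offset they were CDK4 (0.056), VIM (0.024) and MAPK8 (-0.092), and VIM was also positive with DESeq2's size factors (0.020) and test (0.019). With one library left out, CDK4 ranged from -0.088 to 0.0056, VIM from -0.10 to 0.18, SNAI1 from -0.10 to 0.33 and MAPK3 from -0.024 to 0.17. The cause was not tested. Depth limits the genes with no more than 3 counts per library in one treatment, 7 of the higher and 2 of the lower, to a lower bound on their fold.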

Differences from the paper's values

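The comparison with the authors' deposited table was chosen after the counts had been seen. The paper gives 1770 genes lower after MPM-1, and 1136 were found here at an adjusted p-value under 0.01 and a log2 fold change of at least 1 in size (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the alternatives set before the data were examined, an adjusted p under 0.05 with the same fold threshold (1291) and leaving out MPM-1 replicate 2 (1181) came within 1.5 times of the paper's value. The others did not. They were a mean of at least 50 counts (1048), DESeq2's size factors (1107), DESeq2's test (1170), the replicate block (1120), leaving out any other library (935 to 1057), limma on FPKM (1095, 716 and 1141), no fold threshold (3740) and a log2 fold change of 1.5 (560). Scaling by library size alone, chosen after seeing the values, gave 1470, also within 1.5 times, while the GC and length offset, likewise chosen after, gave 968. None of the settings gave 1770. The authors' deposited table lists 1170 lower and 779 higher genes at an FDR under 0.01 and a log2 fold change of at least 1 in size. It thus holds the paper's 779 higher genes exactly, but 1170 lower genes where the paper's text has 1770. The difference is therefore between the paper's text and its own deposited table, and nearness to 1770 does not favor any setting here. The paper's number of higher genes, 779, was met by DESeq2's test on the counts, with 725 in edgeR's.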

Other observations

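In this part, the test of short-lived transcripts was chosen only after the result was seen.

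The number of DEGs was set against other groupings of the same libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 1861 DEGs, which was the real one. The other 9 gave 0 DEGs each, with 22 to 268 genes at an unadjusted p under 0.05, against 7961 in the real split. In each of these 9 splits both groups held libraries of both treatments, so the treatment effect widened the spread within groups. Their low numbers therefore do not measure chance. Among all genes tested, 64.3% had libraries that did not overlap between the treatments, against 10% by chance. With 3 libraries against 3, the share of splits cannot fall below 0.1. A trend with GC content or transcript length as the whole source was not borne out, since 1699 DEGs were found with an offset for both. Across annotated genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.10 with GC content and 0.077 with length.

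Lists of genes that respond to 3 of the pathways were compared with the pathways' own members. The 19 YAP targets had a median log2 fold change of 0.47 (adjusted p = 0.00067 from limma's camera with Benjamini-Hochberg adjustment; 0.0942 with the correlation estimated), with 15 of 19 higher. Of the 19, 7 were higher DEGs and 1 was a lower DEG, and 8 were DEGs adjusted over the list alone. The largest rise was in IGFBP3, from 1.44 ± 0.505 to 34.8 ± 9.36 CPM (SD, n = 3 each), and CTGF rose by 1.88 while FJX1 went to -2.98. With the GC and length offset the median was 0.47, which speaks against a trend with either as its source. The 18 Wnt targets had a median of -1.06 (camera, adjusted p = 0.000198; 0.330 with the correlation estimated), with 16 of 18 lower and 9 lower DEGs, among them AXIN2, MYC (-1.64) and NOTUM (-1.58). The 10 ERK targets had a median of -0.023 (camera, adjusted p = 0.918), with 5 lower and 5 higher, and its sign changed between settings, to 0.072 without MPM-1 replicate 1. The YAP list shares 6 genes with the Hippo list and the Wnt target list 9 with the Wnt list. Phosphorylation, which the paper measured, is not visible in these values.

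Zinc finger genes were lower as a family. The 428 genes had a median log2 fold change of -0.34 (adjusted p = 0.00524 from camera; 0.523 with the correlation estimated), with 311 lower and 117 higher, and 8 higher and 62 lower DEGs. A block of transcription would lower short-lived transcripts first, but the 40 such transcripts had a median of 0.41 (camera, adjusted p = 2.13e-08), with 27 higher, and 17 higher and 5 lower DEGs. Members raised by MPM-1 could mask a partial block, so this list cannot decide on one. A trend with GC content or length was also tested, and with the offset the zinc finger median was -0.31. Among genes with a mean of at least 5 FPKM, 2.78% of this family and 5.02% of the other genes were lower DEGs, so a link with low expression stays open. The cause of the fall stays open too, and no further biological explanation was tested.

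In 6 genes all libraries of one treatment had 0 counts while all of the other had at least 30. They were AL163636.2, lower after MPM-1, and CAMP, CASP5, KLHDC7B, NICN1 and NewGene_8386, higher. Counting may have moved reads between overlapping genes. Among the 5 annotated ones, 2 (40%) overlapped another gene of the table on the same strand, against 788 of 12122 other genes (6.50%), an odds ratio of 9.59 (95% confidence interval 0.799 to 83.8, two-sided Fisher's exact test, p = 0.0371). With 5 genes this explanation and a true change cannot be told apart, and for CAMP, CASP5 and KLHDC7B no such overlap was found.

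Other lists gave smaller or mixed changes. The 81 ribosomal protein genes had a median log2 fold change of 0.31 (adjusted p = 8.88e-06 from limma's camera), and none was a DEG, though 56 rose and 3 fell at an unadjusted p under 0.05. The 23 p53 targets had a median of 0.30 (camera, adjusted p = 0.00403) with 7 higher DEGs, and the 24 cholesterol synthesis genes a median of -0.33 (camera, adjusted p = 0.0302) with 2 lower DEGs. The latter call was lost without MPM-1 replicate 2, at -0.22. The heat shock genes did not pass (camera, adjusted p = 0.216). The 13 genes of the mitochondrial unfolded protein response had a median of -0.060 (camera, adjusted p = 0.784) and no DEG, with 5 rising and 6 falling at an unadjusted p under 0.05, and the median was -0.0056 without MPM-1 replicate 1. The 32 hypoxia and glycolysis genes had a median of -0.15 (camera, adjusted p = 0.765), or -0.097 without MPM-1 replicate 2, with ADM at 3.15 and CA9 at -4.0. Of the 32, 11 were DEGs (34.4%, against 14.3% of the other genes, Fisher's exact test, adjusted p = 0.00750 over 27 lists). In the split by direction, chosen after seeing the data, the 7 higher DEGs were in excess (odds ratio 4.77, Fisher's exact test, adjusted p = 0.00548). The 4 lower DEGs were not (adjusted p = 0.483 in the same test). The 17 interferon response genes had a median of -0.44 (camera, adjusted p = 0.765), or -0.29 without MPM-1 replicate 2.

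Transcripts of the proteins that the paper blotted, in SW480 among other lines, were read from the same libraries. Besides MKI67, PIK3R3 (-2.88) was the only DEG among those in the table. CCND3 had a log2 fold change of -0.83 (adjusted p = 0.000155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold threshold. CDK4 (-0.049), CDK6 (0.25) and CCND1 (-0.18) had adjusted p of 0.603, 0.0593 and 0.0666 in the same edgeR test, and CDK4 was at 0.0056 without DMSO replicate 3. With library size alone CCND1 was at -0.33, with an adjusted p under 0.01 (edgeR, 0.00675). CDH1 rose by 0.82 and TJP1 by 0.46 (edgeR, adjusted p = 0.000124 and 0.00156). The adjusted p of TJP1 was not under 0.01 with limma on FPKM (0.39, 0.36 and 0.39 at pseudocounts of 0.1, 1 and 0.01) or with library size alone (0.31). ZEB1 (0.54), SNAI1 (0.097) and BCL2L1 (0.20) did not pass (edgeR, adjusted p = 0.0721, 0.710 and 0.0998). SNAI1 changed sign without MPM-1 replicate 1 (-0.10). VIM was near 0 and changed sign without DMSO replicate 1 (0.18) and without MPM-1 replicate 2 (0.15) or 3 (0.0075). CTNNB1, for β-Catenin, had 0.28 (edgeR, adjusted p = 0.0122), and 0.35 without MPM-1 replicate 2 (adjusted p = 0.00689 in the same edgeR test). BCL2 had -0.73 with a standard error of 0.40 (edgeR, adjusted p = 0.143), and BAX 0.046, which ranged from 0.0032 to 0.11 with one library left out and was negative with library-size scaling (-0.10). Of the kinases, MAPK13 rose by 0.77 and PIK3CA by 0.41 (edgeR, adjusted p = 2.94e-05 and 0.00663), and MAPK12, AKT1, AKT2 and MTOR had -0.40, -0.54, -0.44 and -0.42 (edgeR, adjusted p = 0.00276, 0.000634, 0.00413 and 0.0119). The adjusted p of PIK3CA was under 0.01 in 1 of the 6 fits that each left out one library (not without DMSO replicate 1, 2 or 3 or MPM-1 replicate 2 or 3; log2 fold change 0.35 to 0.48), that of AKT2 in 2 (not without DMSO replicate 1 or 2 or MPM-1 replicate 2 or 3; -0.51 to -0.34) and that of MAPK12 in 3 (not without DMSO replicate 2 or 3 or MPM-1 replicate 1; -0.43 to -0.33). MTOR passed without DMSO replicate 3 (-0.54), with DESeq2's test (-0.40), with library size alone (-0.57) and with the GC and length offset (-0.43). PIK3CA was at 0.24, 0.19 and 0.25 with limma on FPKM and at 0.26 with library size alone, and did not pass there. The other 11 genes for the blotted proteins of these pathways had log2 fold changes from -0.68 to 0.28 (edgeR, adjusted p from 0.0235 to 0.851), and MAPK3 changed sign without DMSO replicate 3 (-0.024). ACTB, for the β-actin used as loading control, rose by 0.58 (standard error 0.10, edgeR, adjusted p = 0.00103). CDH2, SNAI2, CLDN1 and MAPK10 were not analysed here.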
